# Subset- and tissue-defined STAT5 thresholds control homeostasis and function of innate lymphoid cells

**DOI:** 10.1084/jem.20150907

**Published:** 2017-10-02

**Authors:** Alejandro V. Villarino, Giuseppe Sciumè, Fred P. Davis, Shigeru Iwata, Beatrice Zitti, Gertraud W. Robinson, Lothar Hennighausen, Yuka Kanno, John J. O’Shea

## Abstract

Innate lymphoid cells (ILCs) patrol environmental interfaces to defend against infection and protect barrier integrity. Using a genetic tuning model, we demonstrate that the signal-dependent transcription factor (TF) STAT5 is critical for accumulation of all known ILC subsets in mice and reveal a hierarchy of STAT5 dependency for populating lymphoid and nonlymphoid tissues. We apply transcriptome and genomic distribution analyses to define a STAT5 gene signature in natural killer (NK) cells, the prototypical ILC subset, and provide a systems-based molecular rationale for its key functions downstream of IL-15. We also uncover surprising features of STAT5 behavior, most notably the wholesale redistribution that occurs when NK cells shift from tonic signaling to acute cytokine-driven signaling, and genome-wide coordination with T-bet, another key TF in ILC biology. Collectively, our data position STAT5 as a central node in the TF network that instructs ILC development, homeostasis, and function and provide mechanistic insights on how it works at cellular and molecular levels.

## Abstract (precis)

Villarino et al. demonstrate that STAT5 is required for accumulation and function of all ILC subsets in mice. They also define a STAT5-driven transcriptional signature in NK cells and reveal a cooperative relationship with T-bet, another key ILC transcription factor.

## Introduction

Innate lymphoid cells (ILCs) patrol epithelial barriers like the skin, lungs, and intestine. They provide frontline defense against infection and tissue injury but also contribute to pathogenic inflammation and thus are viewed as key players in both protective and deleterious immune responses. A growing number of specialized ILC subsets have been codified on the basis of functional capabilities and stereotypical patterns of cytokine production and transcription factor (TF) use (Diefenbach et al., 2014; McKenzie et al., 2014; Artis and Spits, 2015). NK cells were the first to be recognized and are characterized by cytolytic activity, IFN-γ production, and the T-box family TF EOMES. Type 1 ILCs (ILC1) also produce IFN-γ but, unlike NK cells, are typically not cytolytic and do not express EOMES. Instead, they are specified by a different T-box family member, T-BET, that is also expressed by NK cells but not strictly required for their cell development (Spits et al., 2016). Type 2 ILCs (ILC2) are characterized by production of IL-5 and IL-13 and are dependent on GATA-3, along with the retinoid-related orphan receptor (ROR) family TF RORα. Type 3 ILCs (ILC3) are a heterogeneous group unified by a shared requirement for another ROR family member, RORγt. They include lymphoid tissue inducer (LTi) cells that produce both IL-17 and IL-22 and seed lymphoid organs and natural cytotoxicity receptor (NCR) 1–expressing ILC3 that produce IL-22 but do not participate in organogenesis. Like NK cells and ILC1, NCR1^+^ ILC3 express T-BET and are diminished in T-BET–deficient mice, suggesting an ontological relationship and/or lineage plasticity (Sciumé et al., 2012; Klose et al., 2013; Rankin et al., 2013).

Although each ILC subset is commonly associated with one or two lineage-defining TFs (LDTFs), a simple one-to-one instructive model fails to explain the complexity of ILC lineage specification. Instead, this process appears to be governed by multifactorial networks with overlapping nodes. Accordingly, genetic ablation of GATA-3 affects all ILC subsets, not just ILC2 (Serafini et al., 2014; Yagi et al., 2014), and there is a growing list of “multilineage” TFs (MLTFs), including ID2, NFIL3, and PLZF, that are required for the development of multiple subsets (Constantinides et al., 2014; Seillet et al., 2014; Yu et al., 2014; Xu et al., 2015). These operate in concert with LDTFs and signal-dependent TFs, such as aryl hydrocarbon receptor and NOTCH receptors, which integrate environmental or tissue-derived cues, to orchestrate a stepwise differentiation program whereby common lymphoid progenitors (CLPs) give rise to a series of ILC progenitors that sequentially lose multipotency and, ultimately, beget lineage-committed precursors for each subset (Diefenbach et al., 2014; Shih et al., 2014; De Obaldia and Bhandoola, 2015; Zook and Kee, 2016).

As with adaptive lymphocytes, ILC development and/or homeostasis is dependent on the common γ chain (γc) cytokine receptor and its dedicated tyrosine kinase, JAK3 (Vonarbourg and Diefenbach, 2012; Serafini et al., 2015; Vély et al., 2016). Consequently, ILC subsets can be categorized on the basis of their preferred γc cytokines and coreceptors; NK cells and ILC1 require IL-15 and IL-2Rβ, a component of the IL-15 receptor, whereas ILC2 and ILC3 require IL-7 and IL-7R. Because all γc cytokines deploy STAT5 as a downstream signal-dependent TF, it is also presumed to be critical for ILCs. However, until the present work, this notion had been validated only for NK cells. It has long been known that genetic ablation of STAT5 results in a profound lack of NK cells, but although this dense phenotype conveys vital importance, it precludes most functional inquiries (Moriggl et al., 1999; Yao et al., 2006; Eckelhart et al., 2011). Studies have shown that NK cell proliferation and cytotoxicity are reduced in the absence of *Stat5b*, one of the two mammalian STAT5 paralogs, but these preceded current understanding of MLTFs and LDTFs, and the underlying molecular mechanisms were not explored (Imada et al., 1998). Transcriptome-wide effects of γc cytokines have also been investigated in NK cells (Wang et al., 2015; Gotthardt et al., 2016), but these cannot be categorically attributed to STAT5, because γc cytokines also engage parallel signaling pathways, including mitogen-activated protein kinases and mTOR, that must be considered (Huntington et al., 2007; Marçais et al., 2014; Mao et al., 2016). In fact, beyond a few emblematic genes, such as those encoding BCL family proteins (Sathe et al., 2014; Shenoy et al., 2014), direct transcriptional targets of STAT5 have yet to be cataloged in this or any other ILC subset. Thus, the importance of STAT5 for NK cells is not in question but its downstream cellular and molecular consequences are loosely defined, and its impact on other ILC subsets remains to be determined.

To address these outstanding issues, we used a mouse model where STAT5 is reduced but not ablated, thereby avoiding the extreme lymphopenia, anemia, and inflammatory disease associated with complete STAT5 deficiency. Using this approach, we demonstrate that STAT5 promotes accumulation and function of all ILC subsets, as well as various types of innate-like T cells (ILTCs), and that the degree of STAT5 dependency varies according to lineage and tissue of residence. We also applied transcriptome and genomic distribution analyses to define a robust STAT5-driven transcriptional signature in NK cells, the prototypical ILC subset, and reveal pervasive effects on cellular homeostasis, lineage specification, and maturation, as well as striking differences between tonic and acute cytokine-driven STAT5 signaling and genome-wide coordination between STAT5 and T-BET, an LDTF that is common to the ILC subsets most affected by STAT5 deficiency. Collectively, our data position STAT5 as a key MLTF involved in ILC development, homeostasis, and function.

## Results

### Distinct STAT5 thresholds among ILC subsets and precursors

In mammals, STAT5 is encoded by two adjacent genes, *Stat5a* and *Stat5b*. To avoid the confounding lymphopenia, anemia, and inflammatory disease associated with ablation of both paralogs, we generated a series of mice with decreasing numbers of STAT5 alleles, ranging from four (i.e., two copies each of *Stat5a* and *Stat5b*) to one (i.e., one copy of either *Stat5a* or *Stat5b*; Villarino et al., 2016; Fig. S1 A). Strikingly, the frequency of splenic NK cells mirrored the total number of STAT5 alleles; it was slightly reduced in mice with three alleles, lower in those with two, and lower still in those with one (Fig. S1, B and C). We also noted that deletion of *Stat5b* alleles had a greater impact than deletion of *Stat5a* alleles, consistent with previous work (Imada et al., 1998).

Contraction of splenic NK cells was most dramatic in mice bearing only one STAT5 allele, hereafter referred to as one-allele STAT5A- or STAT5B-deficient mice. Thus, we focused on these for subsequent experiments. First, we quantified NK cells in various tissues (Fig. S2, A–E). Compared with WT counterparts, one-allele STAT5A- or STAT5B-deficient mice exhibited marked reductions in the spleen, liver, and intestinal epithelium but not in the bone marrow, suggesting that migration, proliferation and/or survival defects underlie the phenotypes at peripheral sites (Fig. 1 A and Fig. S1 D). ILC1 were also diminished in the liver and intestinal epithelium (Fig. 1 A and Fig. S2, C–E), leading us to examine the intestinal lamina propia, a tissue known to be enriched for all ILC subsets (Fig. S2 F). ILC1 were, again, reduced in one-allele STAT5A- or STAT5B-deficient mice, as were GATA-3^+^ ILC2 and RORγt^+^ ILC3 (Fig. 1 A). Surprisingly, the three constituents of the ILC3 compartment were not equally affected. NCR1^+^ ILC3 were dramatically reduced, whereas CD4^−^ and CD4^+^ LTi cells were not (Fig. 1, B and C), although an attendant lack of Peyer’s patches did suggest a functional impairment (Fig. 1 D). Like their lamina propia counterparts, epithelial NCR1^+^ ILC3 were also diminished in one-allele STAT5A- or STAT5B-deficient mice (Fig. 1 A). Collectively, these data establish that STAT5 is necessary for accumulation of all ILC subsets, a conclusion strongly supported by the finding that BCL2, a known STAT5 target gene that is critical for NK cell homeostasis (Viant et al., 2017), was universally depressed (Fig. 1 E). They also make clear that STAT5B is the dominant paralog in all ILC subsets and reveal a lineage- and tissue-defined hierarchy of STAT5 dependency; some populations are clearly better able to withstand STAT5 depletion than others (e.g., liver ILC1 vs. intestinal ILC1).

**Figure 1.**
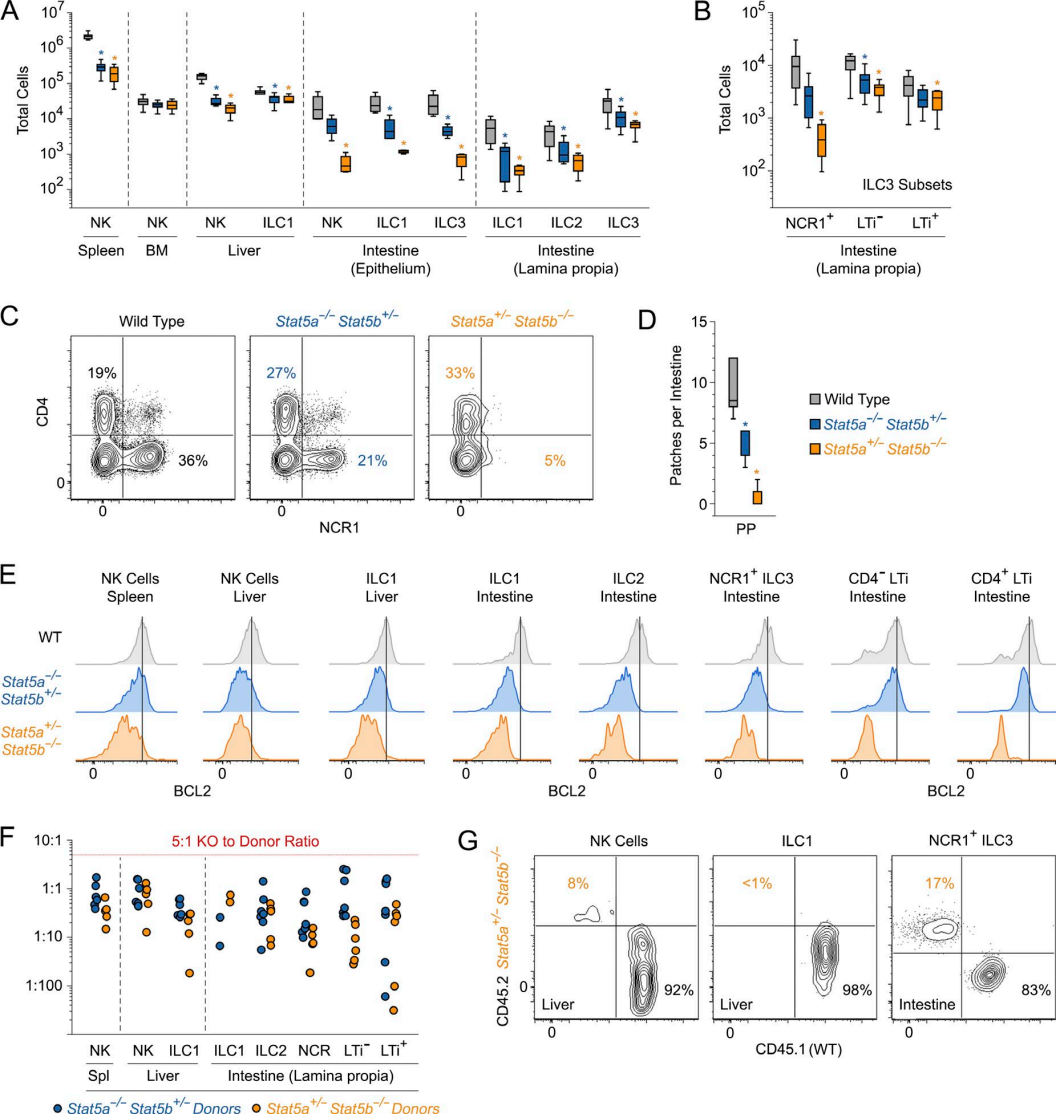
**STAT5 drives accumulation of ILCs at lymphoid and nonlymphoid tissues.** (A) Box plot shows total counts for ILC subsets within the indicated tissues. Lamina propia ILC3 refers to all IL-7R^+^ RORγt^+^ subsets. Intestinal epithelium ILC3 refers only to the NCR1^+^ subset. (B) Box plot shows total counts for ILC3 subsets in the intestinal lamina propia. NCR1^+^, NCR1^+^ ILC3; LTi^−^, CD4^−^ LTi; LTi^+^, CD4^+^ LTi. (C) Flow cytometry contour plots show percentages of CD4^+^ LTi (top left) and NCR1^+^ ILC3 (bottom right) in lamina propia. (D) Box plot shows total number of macroscopic Peyer’s patches per small intestine. (E) Flow cytometry histograms show BCL2 protein levels within the indicated subsets and tissues. (A–E) Data are compiled from or representative of three to eight experiments, depending on tissue and subset (*n* ≥ 3 mice/genotype). *, P < 0.05 (Student’s *t* test) compared with WT controls. (F) Scatterplot shows ILC engraftment after adoptive transfer of mixed bone marrow (STAT5-KO–to-WT starting ratio 5:1) into lymphopenic hosts. Each point represents an individual donor–host pair. Y axis indicates the observed STAT5-KO to WT ratio for the indicated subsets and tissues. (G) Flow cytometry contour plots show representative examples of ILC engraftment in mixed bone marrow chimeras. (F and G) Five or six donor–host pairs were assessed per genotype across two experiments. (A–G) See Fig. S2 for detailed flow cytometry gating strategies.

Similar to ILCs, ILTCs often reside at barrier surfaces and do not require antigen-driven differentiation to execute effector functions (Cheroutre et al., 2011). In line with prior studies implicating STAT5, Jak3, γc, and associated cytokines/receptors (Cao et al., 1995; DiSanto et al., 1995; Park et al., 1995; He and Malek, 1996; Maki et al., 1996; Boesteanu et al., 1997; Suzuki et al., 1997; Lodolce et al., 1998; Kennedy et al., 2000; Ranson et al., 2003; Hoelbl et al., 2006; Klose et al., 2014a; Ettersperger et al., 2016), we found that invariant NKT cells in the spleen and liver and γδ T cells, CD4/CD8 “double-negative” T cells, and CD8αα T cells in the intestinal epithelium were diminished in one-allele STAT5A- or STAT5B-deficient mice (Fig. S1 E and Fig. S2, E and G). We also noted that, as with ILCs, deletion of STAT5B had a greater impact than deletion of STAT5A (Fig. S1 E). Thus, STAT5 is necessary for development and/or homeostasis of both ILCs and ILTCs, key lymphoid components of innate immunity.

To confirm that the ILC defects seen in one-allele STAT5A- or STAT5B-deficient mice are cell intrinsic, we transplanted a mix of WT and KO bone marrow progenitors into lymphopenic hosts and compared engraftment in the spleen, liver, and intestinal lamina propia. Despite starting with a fivefold excess of KO donor cells, WT-derived NK cells, ILC1, ILC2, and ILC3 far outpaced their KO counterparts, and, echoing the distinction seen in the donor mice, one-allele STAT5B-deficient cells were less likely to engraft than one-allele STAT5A-deficient cells (Fig. 1. F and G). Surprisingly, we found that LTi cells were rarely derived from KO donors, indicating that, despite only modest reductions in the donor mice, this subset cannot overcome STAT5 deficiency in a competitive setting (Fig. 1 F). Thus, a cell intrinsic requirement for STAT5 is evident across all ILC subsets and in multiple tissues.

Recent work identified a common progenitor to all helper-like ILCs (CHILP) capable of generating ILC1, ILC2, or ILC3 but not NK cells, which are derived from a dedicated NK progenitor (NKp) that branches off at an earlier developmental step (Klose et al., 2014b; Yu et al., 2014). Unipotent ILC1 and ILC2 progenitors have also been described, but an ILC3 equivalent remains at large (Hoyler et al., 2012; Constantinides et al., 2015). To determine if the ILC defects seen in one-allele STAT5A- and STAT5B-deficient mice are due to an early developmental block, we quantified CLPs, which can give rise to all lymphoid lineages, CHILPs and lineage-committed NK cell, ILC1 and ILC2 progenitors (Fig. S2 H). Both CLPs and CHILPs were readily detected in one-allele STAT5A- and STAT5B-deficient mice, and in fact, both were enriched in the latter genotype (Fig. 2, A and B). A similar trend was observed for the ILC2 progenitors, suggesting that the loss of this subset in the intestine is due to defects in later development, tissue homing, and/or peripheral homeostasis (Fig. 2, A and B). In contrast, NK progenitor (NKp) and ILC1p were each diminished in one-allele STAT5B-deficient mice (less so in one-allele STAT5A-deficient mice), and the residual cells had reduced expression of IL-2Rβ (Fig. 2, A–C). Thus, beyond postdevelopmental defects, accumulation of NK cells and ILC1 at peripheral sites may be hampered by defects in the differentiation and/or fitness of their bone marrow progenitors. Considering that multipotent progenitors appear largely resistant to STAT5 depletion, we can further conclude that its influence becomes most apparent at the lineage-committed precursor stage for these two subsets and at a later developmental stage for ILC2.

**Figure 2.**
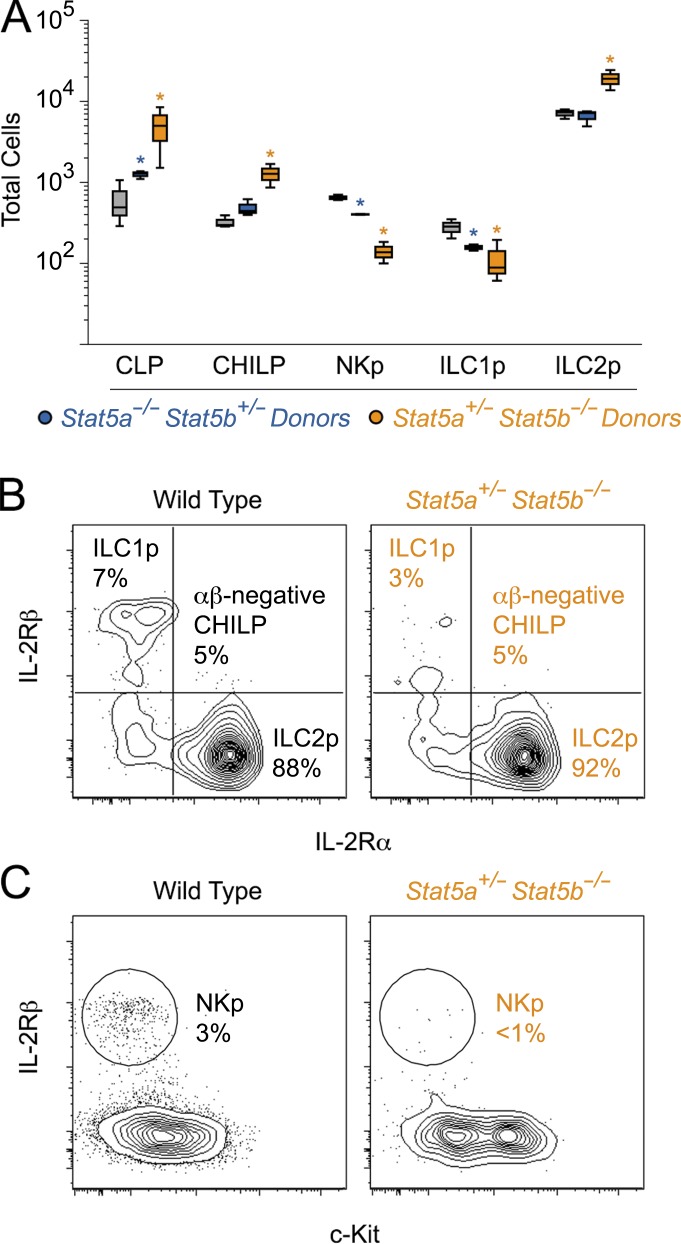
**NK and ILC1 progenitors are diminished in STAT5-deficient mice.** (A) Box plot shows total counts for common lymphoid progenitors (CLPs), common progenitors to all helper-like ILCs (CHILPs), NK cell progenitors (NKp), ILC1 progenitors (ILC1p) and ILC2 progenitors (ILC2p) in the bone marrow (BM). (B) Flow cytometry contour plots show percentages of ILC1p (top left), CHILPs (bottom left), and ILC2p (bottom right) in BM of WT or one-allele STAT5B-deficient mice. (C) Flow cytometry contour plots show percentages of NKp in BM. (A–C) Data are compiled from or representative of three experiments (*n* ≥ 3 mice/genotype). *, P < 0.05 (Student’s *t* test) compared with WT controls. See Fig. S2 for detailed flow cytometry gating strategies.

### Impact of STAT5 depletion on ILC TFs and cytokines

Because all ILC subsets were diminished in one-allele STAT5A- and STAT5B-deficient mice, we next surveyed their respective LDTFs. Expression of T-BET, which is important for NK cells, ILC1, and NCR1^+^ ILC3, was notably diminished in each of these subsets and across all examined tissues (Fig. 3 A). In contrast, EOMES, which specifies only NK cells, was not reduced in the spleen and only marginally so in the liver (Fig. 3 B). GATA-3 was diminished in intestinal ILC2, and RORγt was slightly reduced in intestinal ILC3 (Fig. 3, C and D). Collectively, these data establish that STAT5 is required for optimal expression of multiple LDTFs involved in ILC specification.

**Figure 3.**
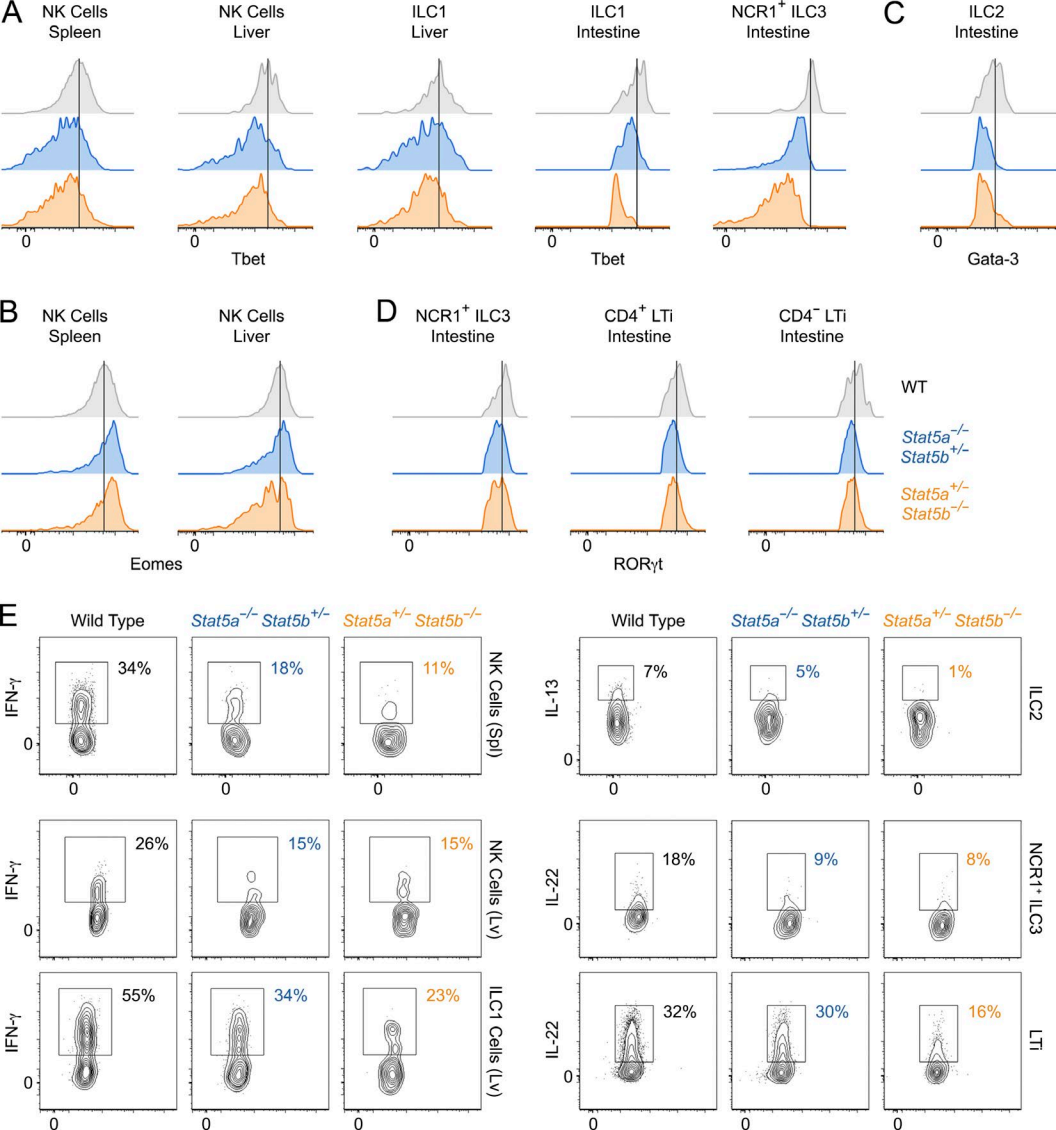
**Impact of STAT5 deficiency on ILC-defining transcription factors and cytokines.** (A–D) Flow cytometry histograms show T-BET (A), GATA-3 (B), EOMES (C), and RORγt (D) protein levels within the indicated subsets and tissues. Data are representative of four to eight experiments, depending on tissue and subset (*n* ≥ 3 mice/genotype). (E) Flow cytometry contour plots show cytokine production by ILCs from the indicated tissues. Data are representative of two to four experiments, depending on tissue and subset (*n* ≥ 3 mice/genotype).

Beyond lineage determination, LDTFs are important for ILC function. To assess whether reduced LDTF expression translates to functional impairment, we measured effector cytokine production in response to a STAT-independent mitogen. Whether assessing IFN-γ in NK cells and ILC1, IL-13 in ILC2, or IL-22 in ILC3, the result was clear: cytokine production was depressed in one-allele STAT5A- and STAT5B-deficient cells compared with WT controls (Fig. 3 E). Thus, beyond homeostatic defects, STAT5-deficient ILCs are functionally compromised.

### STAT5 promotes NK cell specification and function

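*Ncr1*, which encodes the activating NK cell receptor NKp46, stood at 701 ± 81 RPKM (SD, n = 2 libraries) in WT NK cells and at 983 ± 163 RPKM (SD, n = 2) in NK cells from *Stat5a*-/- *Stat5b*+/- mice, a log2 fold change of 0.48 (standard error 0.157, adjusted p = 0.15) from limma's moderated test. *Tcf7*, which encodes the lymphoid transcription factor TCF-1, rose from 94.9 ± 3.85 to 299.6 ± 3.99 RPKM, a log2 fold change of 1.66 (standard error 0.111, adjusted p = 0.0058) from limma. These cells were sorted from spleen and sequenced directly ex vivo, with 2 libraries per genotype. Replicate 1 of both genotypes belonged to a single sequencing run and replicate 2 of both genotypes to another. The authors deposited an RPKM value for each gene and library, to which a constant offset had already been added. Of the 21232 genes listed, the 11094 with a mean of at least 1 RPKM in either genotype were compared on the log2 scale with limma, and p was adjusted over these genes by the Benjamini-Hochberg method. Gene lists, thresholds and alternatives were fixed before the deposited values were analysed. The paper's supplement, which holds values of these libraries, had been seen by then. Each list was compared with all other genes by limma's camera at a preset correlation of 0.01. With an estimated correlation camera tests on the residual degrees of freedom alone, here 2, which leaves it little power. Sequencing depth, estimated from the spacing of the lowest values, was 73800000 and 19100000 reads in the WT libraries and 44000000 and 30000000 in the STAT5-deficient libraries.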

To investigate molecular mechanisms underlying the cellular phenotypes seen in STAT5-depleted ILCs, we measured transcriptomes in NK cells, the prototypical ILC subset. For these studies, we sourced NK cells from one-allele STAT5A-deficient mice because this genotype presents obvious cellular phenotypes but retains enough residual cells for ex vivo RNA sequencing. 

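*Stat5a* stood at 9.18 ± 3.39 RPKM (SD, n = 2 libraries) in WT NK cells and at 1.42 ± 0.0155 RPKM (SD, n = 2) in *Stat5a*-/- *Stat5b*+/- NK cells, a log2 fold change of -2.64 (standard error 0.285, adjusted p = 0.013) from limma. *Stat5b*, of which these mice carry a single intact copy, fell from 18.9 ± 2.38 to 9.44 ± 0.36 RPKM, a log2 fold change of -1.0 (standard error 0.15, adjusted p = 0.028) from limma. *Stat3*, the transducer of IL-6 family cytokines, was listed at 37.1 ± 5.99 RPKM in WT and 37.6 ± 0.606 RPKM in STAT5-deficient cells, with a log2 fold change of 0.03 (standard error 0.151, adjusted p = 0.93). On chromosome 11 of the NCBIM37 build, *Stat5b* lies from 100642045 to 100712038, *Stat5a* from 100720665 to 100746483 and *Stat3* from 100746412 to 100800854, in the Gencode vM1 annotation. Separately for each library, *Stat5a* was 11.6 and 6.78 RPKM in WT replicates 1 and 2, against 1.41 and 1.43 RPKM in STAT5-deficient replicates 1 and 2, and *Stat5b* was 20.6 and 17.3 RPKM against 9.69 and 9.18 RPKM. The RPKM of *Stat5a* in the deficient libraries includes the constant offset, without which it would be 1.17 and 1.2. Neither call held when either WT library was left out, nor that of *Stat5b* without a trend of variance (adjusted p = 0.07).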

As expected, we found that transcription of *Stat5a* was completely extinguished, transcription of *Stat5b* was decreased by half, and transcription of *Stat3*, the gene nearest to the *Stat5a/b* locus, was unaffected (Fig. S3 A). We also confirmed that, despite normal expression of all IL-15 receptor components, cytokine-driven STAT5 phosphorylation was depressed (Fig. S3 B). 

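*Il2rb*, which encodes the β chain shared by the IL-2 and IL-15 receptors, was listed at 703 ± 40.4 RPKM (SD, n = 2 libraries) in WT NK cells and 964 ± 22.3 RPKM (SD, n = 2) in STAT5-deficient NK cells, a log2 fold change of 0.46 (standard error 0.11, adjusted p = 0.081) from limma. *Il2rg*, which encodes the common γ chain, stood at 281 ± 28.3 and 296 ± 14.2 RPKM, with a log2 fold change of 0.08 (standard error 0.124, adjusted p = 0.75). For *Il15ra*, the chain that presents IL-15, the values were 6.12 ± 0.306 and 5.35 ± 0.494 RPKM, a log2 fold change of -0.20 (standard error 0.165, adjusted p = 0.53). None of the 3 receptor genes passed the test over all genes, and *Il2rb* alone was called higher when adjusted over the list alone. *Il2rb* was also called, at adjusted p = 0.049, when genes needed a mean of at least 5 RPKM.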

Overall, almost 500 genes were differentially expressed relative to WT controls, with comparable up- and down-regulated fractions (Fig. S3 C). 

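The largest decreases among named, called genes included *Apobec3*, a cytidine deaminase that restricts retroviruses, which fell from 72.3 ± 31 to 2.27 ± 1.41 RPKM (SD, n = 2 libraries per genotype), a log2 fold change of -5.08 (standard error 0.482, adjusted p = 0.011) from limma. The increases included *Nsg2*, a neuronal vesicle protein gene, at 2.87 ± 0.486 RPKM in WT and 23.3 ± 1.99 RPKM in STAT5-deficient NK cells, a log2 fold change of 3.03 (standard error 0.178, adjusted p = 0.0058). *Ccr6*, a chemokine receptor gene, and *Il9r*, the receptor gene for IL-9, rose with log2 fold changes of 3.57 and 3.25, while *Khdc1a* fell with -5.23. At an adjusted p under 0.05 from limma, 301 genes were higher in STAT5-deficient NK cells, 108 were lower, and 10685 of the 11094 tested were not called. At the paper's thresholds of more than 1.5-fold and an unadjusted p under 0.05, 1071 genes were higher and 356 were lower. The authors' deposited fold changes and p-values, with the same filter, gave 308 higher and 204 lower genes. The median log2 fold change over all genes tested was 0.14. After each library was divided by its median ratio to the geometric mean it was -0.00, and 678 genes were then higher and 506 lower at the paper's thresholds, with 201 called at an adjusted p under 0.05, 89 of them higher and 112 lower. With replicate number as a block 843 genes were called, without the trend of variance 97, and without a filter 0, with 2778 at an unadjusted p under 0.05. Median-ratio scaling ended the calls of *Il9r* (adjusted p = 0.057) and *Khdc1a* (0.053), which was also lost without the trend (0.067), and a minimum mean of 5 RPKM that of *Ccr6* (0.13). The libraries of the 2 genotypes did not overlap for 55.1% of genes, where chance gives 33.3% over both directions. Of these genes 4568 were higher and 1549 lower. Most thus ran in the direction of the median log2 fold change of 0.14, and the overlap was not recounted after scaling. Without WT replicate 1 limma called 1 gene and 2872 had an unadjusted p under 0.05. Without WT replicate 2 it called 0, with 1778 at an unadjusted p under 0.05. It called 782 without STAT5-deficient replicate 1 and 1344 without STAT5-deficient replicate 2.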

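*Tnfrsf25*, which encodes the death receptor DR3, rose from 1.78 ± 0.135 RPKM (SD, n = 2 libraries) in WT to 10.6 ± 4.61 RPKM (SD, n = 2) in STAT5-deficient NK cells, a log2 fold change of 2.5 (standard error 0.314, adjusted p = 0.018) from limma. *Tnfrsf26*, a decoy receptor gene, rose with a log2 fold change of 1.30 (standard error 0.146, adjusted p = 0.014), and *Cd27*, a costimulatory receptor gene of immature NK cells, with 1.21 (standard error 0.115, adjusted p = 0.011). *Tnip1*, whose product binds the ubiquitin editor A20, rose from 17.1 ± 3.21 to 37.6 ± 5.23 RPKM, a log2 fold change of 1.14 (standard error 0.182, adjusted p = 0.032). *Nfkb1*, the gene for the p50 subunit of NF-κB, rose from 60.5 ± 3.92 to 96.1 ± 5.14 RPKM and *Traf1*, a signalling adaptor gene, from 41.6 ± 2.16 to 66.2 ± 0.0809 RPKM, each with a log2 fold change of 0.67. *Nfkbia*, the gene for the inhibitor IκBα, had a log2 fold change of 0.35 (standard error 0.176, adjusted p = 0.31), and *Tnfrsf9*, which encodes 4-1BB, of -0.02 (adjusted p = 0.98). Of 19 TNF receptor superfamily genes tested, 3 were higher, 0 were lower and 16 were not called (10 higher when adjusted over the list alone). Their median log2 fold change was 0.45 (adjusted p = 0.0055 from camera, and adjusted p = 0.51 with an estimated correlation). Of 29 NF-κB pathway genes, 3 were higher, 0 were lower and 26 were not called (6 higher when adjusted over the list alone). Their median was 0.21 (adjusted p = 0.015 from camera, and adjusted p = 0.69 with an estimated correlation). Transcripts of B cells were higher in the same libraries: of 15 B cell genes 8 were higher and none was lower (13 higher when adjusted over the list alone). Their median was 1.74 (adjusted p = 8e-09 from camera, and adjusted p = 0.64 with an estimated correlation), although the authors sorted CD19- CD3ε- NCR1+ CD49b+ cells. *Cd22*, a B cell inhibitory receptor gene, rose from 9.22 ± 4.06 to 40.9 ± 3.21 RPKM, and *Cd79a*, which encodes a chain of the B cell antigen receptor complex, stood at 28.8 and 50.8 RPKM in the WT libraries and 147 and 92.4 RPKM in the STAT5-deficient libraries. Of 9 MHC class II genes, 7 were higher and none was lower (9 higher when adjusted over the list alone). Their median was 2.09 (adjusted p = 2.9e-07 from camera, and adjusted p = 0.64 with an estimated correlation). *Cd74*, the invariant chain gene, rose from 192 ± 83 to 755 ± 303 RPKM. The NF-κB list no longer passed camera without WT replicate 1 (adjusted p = 0.067), STAT5-deficient replicate 1 (0.062) or STAT5-deficient replicate 2 (0.35), nor the TNF receptor list without WT replicate 1 (0.15). No gene call held without either WT library, *Nfkb1* was also lost without STAT5-deficient replicate 1 (adjusted p = 0.16), and *Traf1* without either STAT5-deficient library (0.1 and 0.059) or after median-ratio scaling (0.052), which also ended the calls of *Tnfrsf25* (0.058), *Cd22* (0.074) and *Cd74* (0.11). Without the trend *Tnfrsf25* (0.058), *Tnfrsf26* (0.052), *Tnip1* (0.083), *Nfkb1* (0.11), *Traf1* (0.1), *Cd22* (0.067) and *Cd74* (0.11) were not called, nor was *Cd74* with 1 added (0.051).

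**Figure D1:**
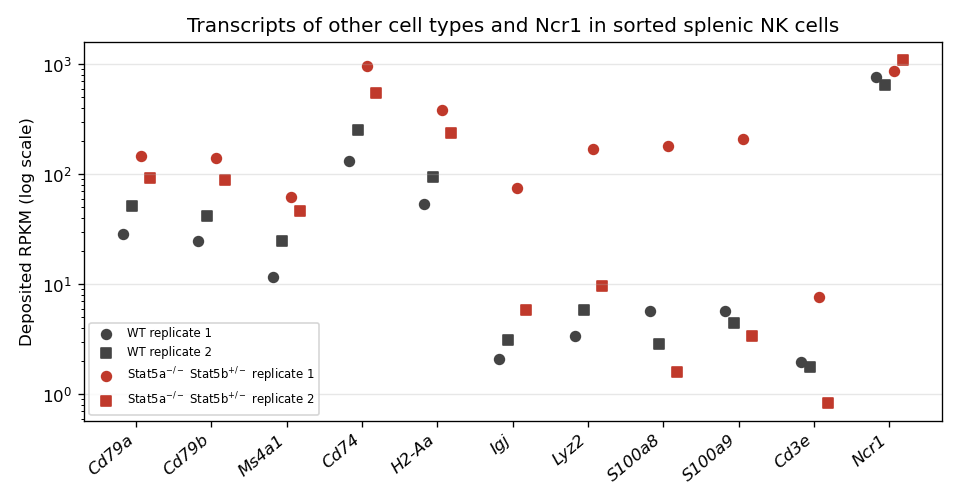
Deposited RPKM (log scale) of transcripts of other cell types and of *Ncr1* in each of the 4 libraries, with WT in grey and STAT5-deficient in red. *Lyz2*, *S100a8* and *S100a9*, genes of myeloid cells, are above 100 RPKM in STAT5-deficient replicate 1 alone, while the B cell genes are above WT in both STAT5-deficient libraries.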

Gene ontology (GO) analysis revealed that transcripts enhanced in one-allele STAT5A-deficient NK cells were enriched for NF-κB signaling components, particularly genes with TNF receptor–like domains, indicating that STAT5 is a negative regulator of this pathway and/or its upstream stimuli. On the other end of the spectrum, transcripts that were diminished in one-allele STAT5A-deficient NK cells were enriched for genes associated with cytotoxicity and IFN-γ production, two signature NK cell functions, as well as genes bearing C-type lectin and Ly49-like domains, two related and functionally important classes of molecules that are hallmarks of the NK cell lineage (Fig. 4 A).

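*Klra23*, which encodes a Ly49 receptor, fell from 441 ± 11.9 RPKM (SD, n = 2 libraries) in WT to 52.8 ± 18.6 RPKM (SD, n = 2) in STAT5-deficient NK cells, a log2 fold change of -3.11 (standard error 0.235, adjusted p = 0.0067) from limma. *Klra18* fell from 244 ± 5.95 to 23.2 ± 14.7 RPKM and *Klra7*, the gene for Ly49G, from 321 ± 13.6 to 101 ± 22.2 RPKM, with log2 fold changes of -3.55 and -1.68. Of 8 Ly49 genes tested, none was higher, 6 were lower and 2 were not called (7 lower when adjusted over the list alone). Their median log2 fold change was -2.46 (adjusted p = 5.8e-12 from camera, and adjusted p = 0.51 with an estimated correlation). *Klrb1*, a lectin receptor gene, fell from 7.56 ± 0.415 to 0.826 ± 0.333 RPKM, a log2 fold change of -3.25 (standard error 0.325, adjusted p = 0.012), and *Klrd1*, which encodes CD94, fell from 699 ± 57.4 to 444 ± 19.8 RPKM, a log2 fold change of -0.65 (standard error 0.118, adjusted p = 0.043). Of 13 other killer cell lectin-like receptor genes, none was higher, 5 were lower and 8 were not called (2 higher and 8 lower when adjusted over the list alone). Their median was -0.65 (adjusted p = 9.5e-07 from camera, and adjusted p = 0.63 with an estimated correlation). Among 15 cytotoxic granule genes, *Gzma*, *Gzmb* and *Fasl* (the last named after its values were seen) were lower, 11 were not called, and *Gzmm*, which encodes granzyme M, rose from 7.13 ± 0.91 to 26.1 ± 0.998 RPKM, a log2 fold change of 1.88 (standard error 0.151, adjusted p = 0.0079). Adjusted over the list alone, 3 were higher and 8 lower, and the median was -0.51 (adjusted p = 1.5e-05 from camera, and adjusted p = 0.65 with an estimated correlation). Of 15 genes of IFN-γ production none was called over all genes (2 higher and 3 lower when adjusted over the list alone). Their median was -0.38 (adjusted p = 0.0088 from camera, and adjusted p = 0.64 with an estimated correlation). *Il12rb2*, the gene for the IL-12 receptor β2 chain, stood at 59.4 ± 8.48 and 37.5 ± 4.05 RPKM, a log2 fold change of -0.66 (standard error 0.155, adjusted p = 0.076), and *Ccl5*, a chemokine gene, at 5480 ± 1460 and 3428 ± 788 RPKM, a log2 fold change of -0.67 (standard error 0.23, adjusted p = 0.16). None of these calls held without either WT library, and the call of *Klrd1* ended with replicate number as a block (adjusted p = 0.054), without STAT5-deficient replicate 1 (0.16) and without STAT5-deficient replicate 2 (0.071). Without the trend *Klra18* (0.059), *Klra7* (0.052), *Gzma* (0.067) and *Klrd1* (0.11) lost theirs. The IFN-γ list had a median of -0.11 and adjusted p = 0.91 from camera, whose direction then turned upward, without STAT5-deficient replicate 1. *Il12rb2* was called with a minimum mean of 5 RPKM (0.047), after median-ratio scaling (0.042), with the block (0.028) and without STAT5-deficient replicate 1 (0.043).

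**Figure D2:**
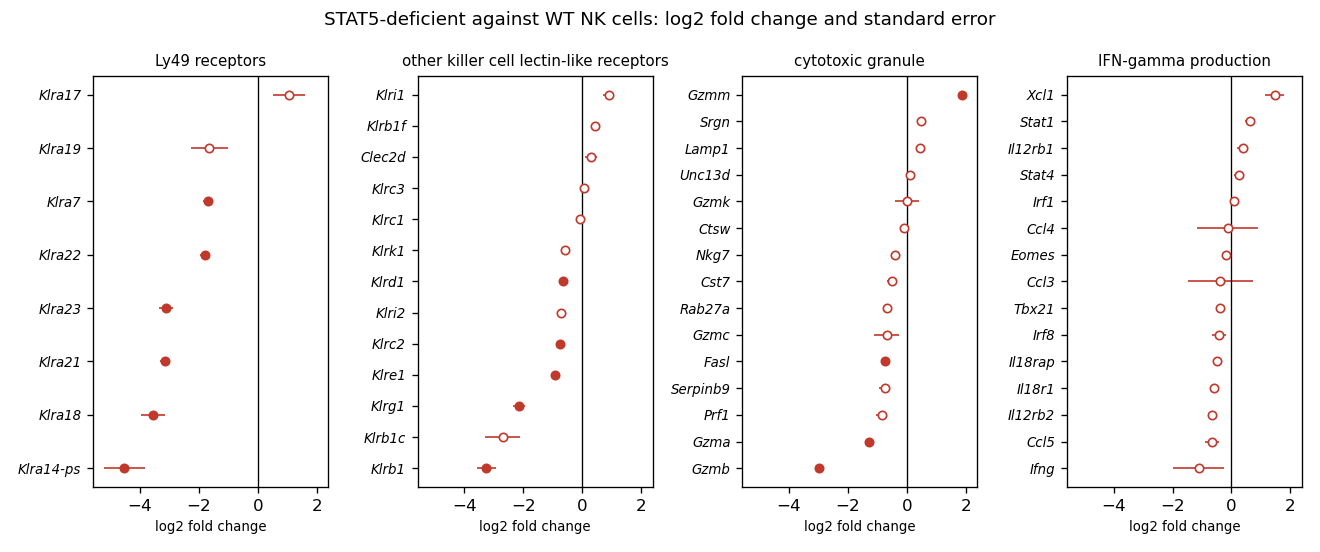
Log2 fold change of STAT5-deficient against WT NK cells for each tested member of 4 gene lists, with the standard error from limma as bars. Filled points passed an adjusted p under 0.05, and of the 8 Ly49 genes 6 are filled, all below 0.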

**Figure 4.**
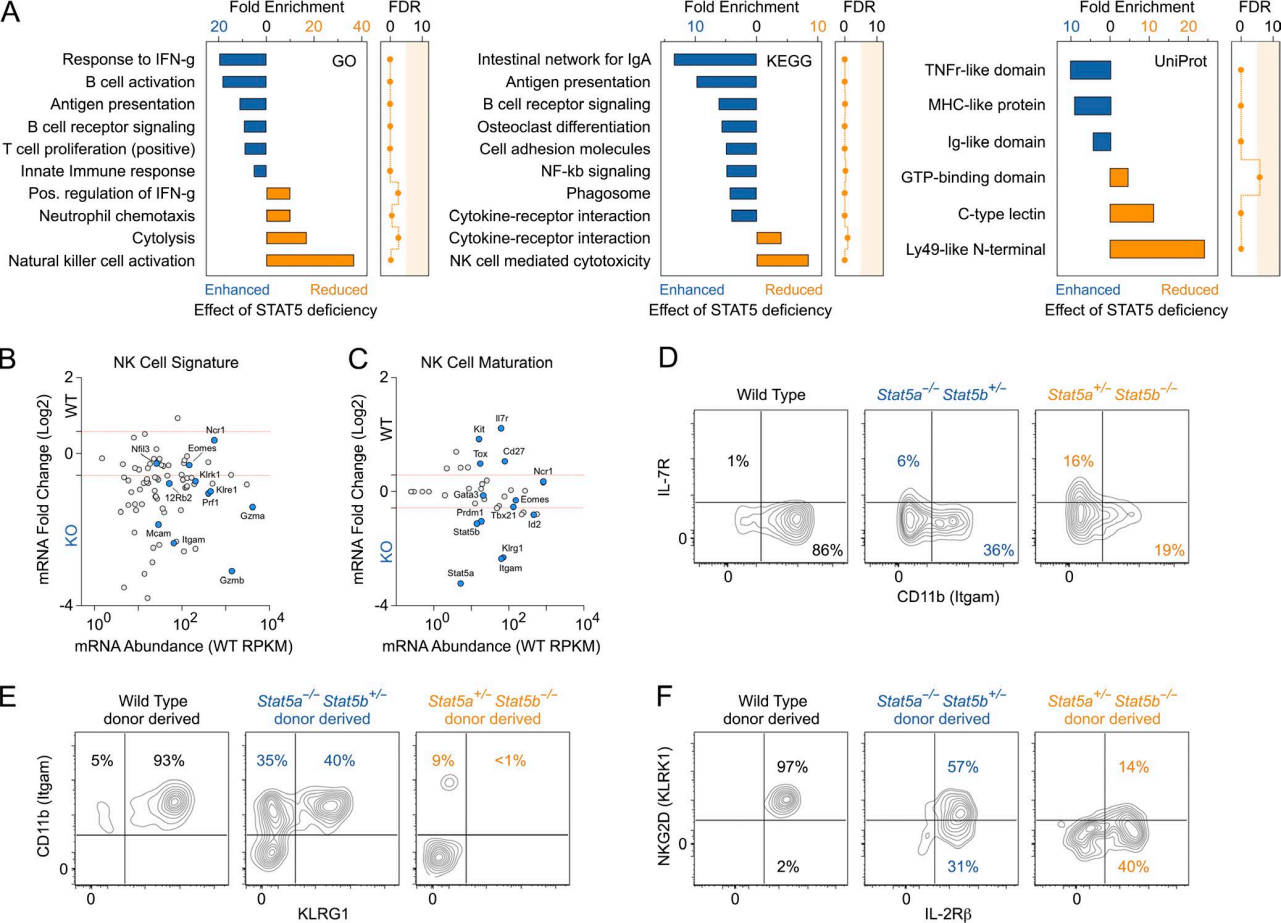
**STAT5 promotes NK cell specification and function.** (A–C) Transcriptomes were measured in splenic NK cells from WT and one-allele STAT5A-deficient mice (*Stat5a^−/−^ Stat5b^+/−^*). (A) Differentially expressed genes were segregated on the basis of whether they were enhanced or reduced in STAT5-deficient cells, and both groups were subjected to GO analysis. Bar graphs show the top enriched GO, KEGG, and UniProt terms. (B and C) MA plots show transcript abundance (x axis, mean RPKM in WT cells) and fold change (y axis, log_2_ of KO ÷ WT) for genes associated with NK cell identity (B) and NK cell maturation (C). (A–C) Two biological replicates were included per genotype. (D) Flow cytometry contour plots show percentages of immature IL7R^high^ ITGAM^low^ (top left) and mature IL7R^low^ ITGAM^high^ splenic NK cells in WT or STAT5-deficient mice. Data are representative of six experiments. (E and F) Flow cytometry contour plot show percentages of immature KLRG1^low^ ITGAM^low^ (E) or NKG2D^low^ (F) splenic NK cells derived from WT or STAT5-deficient donors in mixed bone marrow chimera experiments. Five or six donor–host pairs were assessed per genotype across two experiments.

To establish a role for STAT5 in specifying NK cell lineage identity, we focused on transcripts encoding NK cell signature genes, as defined by the Immunological Genome Project (Bezman et al., 2012). 

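*Mcam*, which encodes the adhesion molecule CD146, fell from 53.5 ± 3.09 RPKM (SD, n = 2 libraries) in WT to 16.3 ± 5.54 RPKM (SD, n = 2) in STAT5-deficient NK cells, a log2 fold change of -1.75 (standard error 0.235, adjusted p = 0.021) from limma. *Cma1*, which encodes a chymase, fell from 198 ± 11.9 to 36.4 ± 11.7 RPKM, a log2 fold change of -2.48 (standard error 0.222, adjusted p = 0.0094), and *Cyp17a1*, a steroid hydroxylase gene, fell with one of -3.56 (standard error 0.503, adjusted p = 0.024). Of the 76 NK cell signature genes, 69 had a negative log2 fold change, and 41 were lower by more than 1.5-fold. At an adjusted p under 0.05, 27 were lower, 48 were not called, and the carbonic anhydrase gene *Car2*, named here after its values were seen, was the 1 higher gene. Adjusted over the list alone, 49 were lower and 3 were higher. Their median log2 fold change was -0.65 (adjusted p = 1.8e-39 from camera, and adjusted p = 0.51 with an estimated correlation). The number lower by more than 1.5-fold was 50 after median-ratio scaling, and it ranged from 31, without WT replicate 1, to 47, without WT replicate 2. None of the calls held without either WT library, and that of *Cyp17a1* ended after median-ratio scaling (0.066) and with a minimum mean of 5 RPKM (0.078). Without the trend *Mcam* (0.068) and *Cyp17a1* (0.063) were lost.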

Remarkably, we observed a collapse of the NK cell signature in one-allele STAT5A-deficient NK cells; 52 of 76 genes were reduced compared with WT controls (Fig. 4 B). These included various members of the killer cell lectin-like receptor subfamily (e.g., *Klrk1*, *Klre1*) and cytolytic molecules (e.g., *Prf1*, *Gzmb*), consistent with the appearance of “C-type lectins” and “NK cell cytotoxicity” in our GO analysis (Fig. 4, A and B). However, although STAT5 depletion had pervasive effects, certain emblematic elements of the NK cell lineage program, including *Eomes* and *Nfil3*, were not significantly altered, indicating that there also are important STAT5-independent components.

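*Gzmb*, which encodes granzyme B, fell from 304 ± 47 RPKM (SD, n = 2 libraries) in WT to 38.7 ± 2.89 RPKM (SD, n = 2) in STAT5-deficient NK cells, a log2 fold change of -2.97 (standard error 0.148, adjusted p = 0.0054) from limma. *Klre1*, a lectin receptor gene, fell from 527 ± 70.8 to 279 ± 13.5 RPKM, a log2 fold change of -0.91 (standard error 0.134, adjusted p = 0.026). *Klrk1*, which encodes the activating receptor NKG2D, stood at 299 ± 35.1 RPKM in WT and 198 ± 2.49 RPKM in STAT5-deficient cells, a log2 fold change of -0.59 (standard error 0.127, adjusted p = 0.064). *Prf1*, the perforin gene, stood at 458 ± 91.8 and 252 ± 46.6 RPKM, a log2 fold change of -0.86 (standard error 0.191, adjusted p = 0.068). Both *Klrk1* and *Prf1* were lower in each STAT5-deficient library than in each WT library, and both passed the paper's thresholds of more than 1.5-fold and an unadjusted p under 0.05. *Klrk1* was called with a minimum mean of 5 RPKM (adjusted p = 0.039) and after median-ratio scaling (0.036). *Prf1* was called at that minimum (0.032), with replicate number as a block (0.021) and without STAT5-deficient replicate 1 (0.001). The calls of *Gzmb* and *Klre1* did not hold without either WT library, nor that of *Klre1* without the trend (0.082).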

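*Eomes*, the T-box factor gene of the NK cell lineage, was listed at 164 ± 4.46 RPKM (SD, n = 2 libraries) in WT and 146 ± 23.1 RPKM (SD, n = 2) in STAT5-deficient NK cells, a log2 fold change of -0.17 (standard error 0.143, adjusted p = 0.51) from limma. *Nfil3*, a basic leucine zipper factor gene needed for NK cell development, stood at 23.8 ± 3.64 and 21.4 ± 0.742 RPKM, a log2 fold change of -0.14 (standard error 0.153, adjusted p = 0.62). *Tbx21*, which encodes T-bet, stood at 153 ± 23 and 116 ± 5.16 RPKM, a log2 fold change of -0.39 (standard error 0.142, adjusted p = 0.18), and it was called under none of the alternatives. *Id2*, which encodes an inhibitor of E proteins, stood at 574 ± 42.4 and 359.6 ± 78.7 RPKM, a log2 fold change of -0.69 (standard error 0.171, adjusted p = 0.084). *Tox*, an HMG-box factor gene of early NK cells, rose from 11 ± 0.407 to 23.9 ± 5.42 RPKM, a log2 fold change of 1.10 (standard error 0.185, adjusted p = 0.036). Of 18 genes of ILC transcription factors, 5 were higher, 1 was lower (*Zeb2*, named after its values were seen) and 12 were not called (6 higher and 3 lower when adjusted over the list alone). Their median was 0.09 while camera's direction was down (adjusted p = 0.84 from camera, and adjusted p = 0.86 with an estimated correlation). From the unaltered factor genes the paper concludes that the lineage program also has STAT5-independent components. *Id2* was called with a minimum mean of 5 RPKM (adjusted p = 0.045), with the block (0.047) and without STAT5-deficient replicate 2 (0.006). The calls of *Tox* and *Zeb2* did not hold without either WT library, nor that of *Tox* after median-ratio scaling (0.09) or without the trend (0.087).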

Next, we assessed the impact of STAT5 depletion on NK cell maturation, the stepwise process by which they become functionally competent. To that end, we curated a list of maturation genes and asked whether they were dysregulated in one-allele STAT5A-deficient cells (Vosshenrich and Di Santo, 2013). This analysis revealed that genes selectively expressed by mature NK cells, such as *Gzma*, *Itgam*, *Klrk1*, and *Klrg1*, tended to be reduced, whereas those selectively expressed by immature NK cells, such as *Cd27*, *Il7r*, and *Kit*, tended to be enhanced (Fig. 4 C). 

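*Itgam*, which encodes the integrin CD11b of mature NK cells, fell from 106 ± 21.6 RPKM (SD, n = 2 libraries) in WT to 22.7 ± 10.5 RPKM (SD, n = 2) in STAT5-deficient NK cells, a log2 fold change of -2.28 (standard error 0.322, adjusted p = 0.024) from limma. *Gzma*, the granzyme A gene, fell from 4521 ± 578 to 1873 ± 306 RPKM, and *Klrg1*, an inhibitory receptor gene of terminally mature cells, from 118 ± 31.5 to 26 ± 0.735 RPKM, with adjusted p of 0.018 and 0.0094. *Il7r*, which encodes the IL-7 receptor α chain, rose from 20.9 ± 4.93 to 105 ± 17.7 RPKM, a log2 fold change of 2.34 (standard error 0.205, adjusted p = 0.0094). *Kit*, the receptor gene for stem cell factor, rose from 6.56 ± 1.33 to 26.1 ± 1.2 RPKM, a log2 fold change of 2.01 (standard error 0.178, adjusted p = 0.0094). *Ltb*, which encodes lymphotoxin β, rose from 97.9 ± 58.2 to 409.6 ± 36.8 RPKM. Of 15 genes of mature NK cells, 0 were higher, 8 were lower and 7 were not called (15 lower when adjusted over the list alone). Their median log2 fold change was -1.28 (adjusted p = 1e-23 from camera, and adjusted p = 0.51 with an estimated correlation). Of 14 genes of immature NK cells, 7 were higher, 0 were lower and 7 were not called (9 higher when adjusted over the list alone). Their median was 1.42 (adjusted p = 2.5e-07 from camera, and adjusted p = 0.51 with an estimated correlation). Of the 37 tested genes in the paper's maturation list, 6 were higher, 5 were lower and 26 were not called (10 higher and 10 lower when adjusted over the list alone). That list holds genes of both stages, and its median of 0.15 had the opposite sign to camera's direction (adjusted p = 0.09 from camera, and adjusted p = 0.7 with an estimated correlation). Genes of immature NK cells that T cells or ILC1 also express, such as *Il7r* and *Tcf7*, were higher in libraries where 3 of 13 T cell genes were called higher and none lower. Their median was 1.13 (adjusted p = 0.012 from camera, and adjusted p = 0.69 with an estimated correlation), from 2.34 in STAT5-deficient replicate 1 and 0.372 in replicate 2 against the WT mean. Without replicate 1 *Il7r* kept a log2 fold change of 2.52. None of the gene calls held without either WT library, and median-ratio scaling ended that of *Ltb* (adjusted p = 0.08). Leaving out the trend ended those of *Itgam* (0.072), *Gzma* (0.067) and *Ltb* (0.1). T cell genes did not pass camera without WT replicate 1 (0.2). The paper reasons that STAT5 also governs the maturation of NK cells. It draws on such opposite shifts, on proteins measured in spleen and on maturation status across numbers of *Stat5* alleles. Mixed bone marrow chimeras, in which NK cells from deficient donors were typically immature, led it to call the defect cell intrinsic.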

We verified several of these, including Granzyme A, NKG2D (encoded by *Klrk1*), and KLRG1 (Fig. S3 D), at the protein level and confirmed that immature IL7R^high^ ITGAM^low^ NK cells are enriched in the spleens of STAT5-depleted mice (Fig. 4 D). We also confirmed that, like the overall frequency of splenic NK cells, there is a linear correlation between maturation status and total STAT5 alleles (Fig. S3 E) and that the maturation defect is cell intrinsic; one-allele STAT5A- or STAT5B-deficient donor-derived NK cells typically exhibited an immature KLRG1^low^ ITGAM^low^ or NKG2D^low^ phenotype in mixed bone marrow chimeras (Fig. 4, E and F). Thus, we conclude that STAT5 is critical for NK cell maturation and that the relative sparing of the NK cells in the bone marrow of STAT5-depleted mice reflects a pileup of immature cells that are unable to egress from their developmental niche (Figs. S1 D and S3 F).

### Defining a STAT5 signature in NK cells

STAT family TFs can influence gene expression either directly or indirectly. The former occurs through physical interactions with proximal (i.e., promoters) and/or distal (i.e., enhancers) DNA regulatory elements that enable or disable transcription of associated genes; the latter occurs through a variety of mechanisms, such as via TF intermediates that are themselves direct STAT targets (Villarino et al., 2015). Therefore, to investigate STAT5 function in ILCs, we produced genome-wide DNA binding maps in unstimulated NK cells (ex vivo), reflecting tonic signaling, and IL-15–stimulated NK cells, reflecting acute cytokine signaling. Surprisingly, we discovered widespread STAT5 occupancy in both settings, with similar proportions of gene proximal and distal binding events (Fig. 5, A and B). However, peaks found in IL-15–treated cells tended to have greater amplitude (i.e., peak height), regardless of distance to the nearest gene (Fig. 5 B), and localization was distinct; only a quarter of peaks found in IL-15–treated samples were also detected in ex vivo samples, and conversely, only half of peaks found in ex vivo samples were also detected in IL-15–treated samples (Fig. 5 A). Overlapping peaks, exemplified by the *IFNg*, *Il2rb*, and *Pim1* loci, likely reflect recent exposure to STAT5-activating cytokines by a fraction of the ex vivo population because their amplitude typically increased after exposure to IL-15 (Fig. 5, C and D). Notably, this was often accompanied by acquisition of new binding sites, suggesting that some sites can only be detected in the context of acute or saturating upstream stimuli (Fig. 5 D). Peaks found only in IL-15–treated cells illustrate the rapid recruitment of STAT5 to previously unoccupied sites and, predictably, were often found near genes whose expression is known to be regulated γc cytokines, such as *Cish*, *Tigit*, and *Tnfrsf9* (Fig. 5 E). Peaks found only in ex vivo samples had unexpected properties. About half had unique gene associations, meaning that they were detected near genes that were not bound in IL-15–treated cells, such as *Irf7*, and about half had shared gene associations, meaning that they were detected near genes that were also bound in IL-15–treated cells, such as *Itgam* and *Itga4* (Fig. 5, C and F). Both scenarios imply that STAT5 is redistributed upon exposure to IL-15 and that, overall, tonic STAT5 signaling is fundamentally distinct from acute STAT5 signaling, likely relating to differences in upstream stimuli, dosage and/or kinetics.

**Figure 5.**
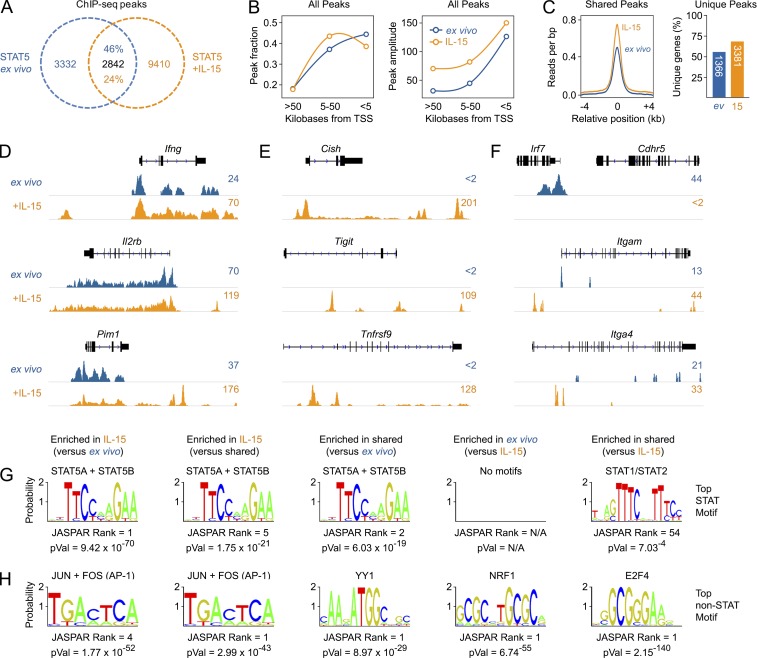
**Genome-wide distribution of STAT5 in NK cells.** (A–F) STAT5 ChIP-seq was performed in ex vivo and IL-15–treated NK cells. (A) Venn diagram denotes the total number of unique and overlapping peaks. Percentages denote the fraction of peaks shared between the two conditions. (B) Line graphs show the fraction of peaks and amplitude (mean tags per peak) for STAT5 peaks at varying distances from the nearest transcriptional start sites (TSS). (C) Histogram shows the relative amplitude (mean tags per base pair) for peaks shared between ex vivo and IL-15–treated NK cells. Bar graph shows percentage and absolute number of genes exclusively associated with peaks found in ex vivo or IL-15–treated NK cells. Denominator is all genes assigned to the 3,332 or 9,410 peaks described in A. (D–F) Genome browser tracks show STAT5 peaks at selected loci exhibiting overlapping (D), “IL-15 only” (E), or “ex vivo only” (F) distributions. (G and H) Weblogos depict the top enriched STAT (G) and non-STAT (H) transcription factor–binding motifs under STAT5 peaks from ex vivo and/or IL-15–treated NK cells. Shown are corrected p-values and rank of each motif among all database hits. (A–H) Data are presented from one of two biological replicates per condition.

To gain further mechanistic insights, we compared TF-binding motifs under STAT5 peaks detected in ex vivo and/or IL-15–treated NK cells. As expected, canonical STAT-binding motifs were highly represented under “IL-15” peaks but, surprisingly, not under “ex vivo” peaks (Fig. S4 A). Head-to-head analysis yielded similar results: STAT5 was the most enriched STAT motif under “IL-15” peaks relative to “ex vivo” peaks, but the counter comparison (i.e., “ex vivo” vs. “IL-15”) yielded no STAT motif enrichment (Fig. 5 G and Table S3). Enrichment of non-STAT motifs was also distinct. AP-1 components, including JUN-FOS, BATF-JUN, and FOSL1, were the top hits under “IL-15” peaks relative to “ex vivo” peaks, whereas NRF1, E2F4, and ZBTB33 motifs were the top hits in the counter comparison (Fig. 5 H and Table S3). Both findings were corroborated by de novo motif discovery; STAT and AP-1 were the two most enriched motifs under “IL-15” peaks but were not evident under “ex vivo” peaks (not depicted). “Shared” peaks were also highly enriched for STAT5 and AP-1 (relative to “ex vivo” peaks) and exhibited unique properties when compared with “IL-15” peaks, such as YY1 motif enrichment (Fig. 5, G and H; Fig. S4 A; and Table S3). Thus, STAT5 distribution is mediated largely by canonical targeting to STAT motifs in IL-15–treated NK cells but not in ex vivo NK cells, which appears to be driven by unconventional targeting strategies.

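*Gzmb*, which encodes granzyme B, rose from 326 ± 63.3 RPKM (SD, n = 3 libraries) in WT NK cells ex vivo to 2931 ± 346 RPKM (SD, n = 3) after culture with 20 ng/ml IL-15, a log2 fold change of 3.18 (standard error 0.176, adjusted p = 0.00018) from limma. *Stat5a* and *Stat5b* themselves were listed at 10.7 ± 1.53 and 21.3 ± 2.31 RPKM ex vivo, against 12.3 ± 1.53 and 18 ± 1 RPKM with IL-15 (adjusted p = 0.28 and 0.085 from limma). *Stat5b* was called after median-ratio scaling (0.033) and with replicate number as a block (0.041). *Klf2*, which encodes a transcription factor of lymphocyte quiescence and trafficking, fell from 303 ± 46.2 to 38 ± 8.89 RPKM, a log2 fold change of -2.98 (standard error 0.218, adjusted p = 0.00047). The paper states a culture of 12 h, and the labels of the libraries say 16 h. No library came from cells cultured without IL-15. The authors deposited RPKM rounded to whole numbers for 6 libraries, so 1 was added before the log2. After 798 genes with the same value in every library were set aside, 10807 genes with a mean of at least 1 in either group were compared with limma. Libraries of the same number shared a sequencing run, and their deviations from the group means correlated across genes by 0.379, 0.195 and 0.171, where genes are not independent replicates.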

To establish a link between STAT5 binding and gene expression, we measured transcriptomic changes in IL-15–treated NK cells and cross-referenced this data set with our STAT5 distribution map, similar to prior work in T cells (Lin et al., 2012). Importantly, the majority of the >1,000 transcripts mobilized in response to IL-15 were negatively regulated, indicating that although generally regarded as a transcriptional activator, STAT5 often acts as a transcriptional repressor in NK cells (Fig. 6 A). 

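*Ccl5*, a chemokine gene, fell from 6924 ± 1220 RPKM (SD, n = 3 libraries) ex vivo to 941 ± 92.3 RPKM (SD, n = 3) with IL-15, a log2 fold change of -2.87 (standard error 0.168, adjusted p = 0.00022) from limma. *Cxcr4*, which encodes the receptor for CXCL12, fell from 137 ± 45.5 to 10.3 ± 1.15 RPKM and *Fos*, an AP-1 subunit gene, from 273 ± 154 to 2.33 ± 0.577 RPKM. *Idi1*, an enzyme gene of isoprenoid synthesis, rose from 4 ± 0 to 59 ± 7.21 RPKM, and *Adam8*, a metalloproteinase gene, from 1 ± 0 to 33 ± 3 RPKM, a log2 fold change of 4.08 (standard error 0.0702, adjusted p = 1.9e-06). At an adjusted p under 0.05 from limma, 3498 genes were higher with IL-15, 2256 were lower and 5053 were not called. At the paper's thresholds of more than 1.5-fold and an unadjusted p under 0.05, 1934 genes were higher and 1076 were lower, so that 35.7% were lower. The authors' deposited fold changes and p-values, with the same filter, gave 1046 higher and 1306 lower genes, 55.5% of them lower. After median-ratio scaling, which took the median log2 fold change over all genes from 0.09 to -0.03, 41.4% were lower. A single shift of every log2 fold change by -0.19, the median difference between the authors' fold changes and ratios of the deposited RPKM, gave 55% lower, a setting chosen after seeing the data. Of the 1116 genes read from the paper's list of STAT5-bound, IL-15-regulated genes, 663 had a negative and 453 a positive log2 fold change, so that 59.4% were lower, with 632 called lower and 449 called higher. Of the 1087 unbound genes, 585 were called higher and 466 lower. Their median was 0.80 (adjusted p = 0.58 from camera, and adjusted p = 0.88 with an estimated correlation). The study chose both lists on these libraries, so these tallies are not independent evidence. From the share of lowered transcripts the paper concludes that STAT5 often acts as a transcriptional repressor in NK cells. Rounding left 588 called genes with no variation inside either group, and 5534 genes were called when such genes were left out, a setting chosen after seeing the data.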

We also noted that only ∼20% of STAT5-bound genes were transcriptionally responsive and, conversely, that only ∼50% of transcriptionally responsive genes were STAT5 bound (Fig. 6 A). Building on this latter point, we next explored the influence of STAT5-independent signaling pathways and/or TFs. To that end, we segregated IL-15–responsive genes into STAT5-bound and -unbound groups and performed gene set enrichment analysis (GSEA) using a collection of “hallmark” gene sets that includes 50 key signaling pathways and TFs. As expected, the unbound group was positively enriched for downstream targets of mTor signaling, a pathway known to mediate important IL-15–driven functions in NK cells (Marçais et al., 2014; Mao et al., 2016), whereas the STAT5-bound group was positively enriched for IL-2/STAT5 signaling (Fig. 6 B and Fig. S4 B). 

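*Cish*, a feedback inhibitor gene of cytokine signalling, rose from 6.33 ± 0.577 RPKM (SD, n = 3 libraries) ex vivo to 34.3 ± 4.51 RPKM (SD, n = 3) with IL-15, a log2 fold change of 2.26 (standard error 0.115, adjusted p = 0.00013) from limma. *Il2ra*, which encodes the IL-2 receptor α chain, rose from 2 ± 0 to 10.3 ± 2.08 RPKM and *Bcl2*, a survival gene, from 38.3 ± 3.79 to 95.3 ± 9.45 RPKM. *Fdps*, an enzyme gene of cholesterol synthesis, rose from 6.67 ± 1.15 to 68.3 ± 8.33 RPKM, a log2 fold change of 3.18 (standard error 0.146, adjusted p = 9.5e-05), and *Ldha*, the lactate dehydrogenase gene of glycolysis, from 151 ± 14.3 to 398 ± 18.7 RPKM. Of 17 STAT5 feedback and cytokine target genes, 12 were higher, 4 were lower and 1 was not called (12 higher and 4 lower when adjusted over the list alone). Their median was 0.93 (adjusted p = 0.073 from camera, and adjusted p = 0.51 with an estimated correlation). After median-ratio scaling the list passed camera (adjusted p = 0.019). In the paper's bound list stood 14 of these 17, with 10 higher and 4 lower, and in its unbound list none. All 21 cholesterol synthesis genes were called higher, and likewise when adjusted over the list alone. Their median was 1.78 (adjusted p = 1.7e-07 from camera, and adjusted p = 0.37 with an estimated correlation). The unbound list held 14 of them and the bound list 2. Of 19 glycolysis genes, 15 were higher, 0 were lower and 4 were not called (15 higher and 1 lower when adjusted over the list alone). Their median was 0.87 (adjusted p = 0.00025 from camera, and adjusted p = 0.37 with an estimated correlation). The unbound list held 7 of them and the bound list 4. Cholesterol synthesis and glycolysis are programs downstream of mTor. The hallmark gene sets of the paper's GSEA were not available, so these shorter lists stand in their place. The study chose its bound and unbound lists on these libraries, so changes of their members are not independent evidence.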

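*Nfkbia*, the gene for the NF-κB inhibitor IκBα, fell from 124 ± 29.5 RPKM (SD, n = 3 libraries) ex vivo to 35.3 ± 3.79 RPKM (SD, n = 3) with IL-15, a log2 fold change of -1.77 (standard error 0.19, adjusted p = 0.0017) from limma. *Tnfaip3*, which encodes A20, fell from 45.3 ± 19.3 to 15.7 ± 2.52 RPKM, a log2 fold change of -1.41 (standard error 0.327, adjusted p = 0.019), while *Nfkb1* had one of -0.05 (standard error 0.0666, adjusted p = 0.56). *Tnfrsf9*, which encodes 4-1BB, rose from 20 ± 2.65 to 111 ± 16.6 RPKM. *Srm*, the spermidine synthase gene, rose from 9 ± 1.73 to 78.3 ± 6.51 RPKM, a log2 fold change of 3.00 (standard error 0.142, adjusted p = 0.00011), *Odc1*, which encodes ornithine decarboxylase, from 24 ± 6.08 to 118 ± 3 RPKM and *Npm1*, a nucleolar chaperone gene, from 205 ± 22.7 to 511 ± 40.3 RPKM. Of 29 NF-κB pathway genes, 1 was higher, 10 were lower and 18 were not called (0 higher and 9 lower when adjusted over the list alone). Their median was -0.14 (adjusted p = 0.028 from camera, and adjusted p = 0.37 with an estimated correlation). The bound list held 6 of them, 5 called lower and none higher. Their median was -0.82, and the unbound list held none. The 23 in neither list had a median of -0.04, with 1 called higher and 5 lower. Bound and unbound lists were chosen by the study as IL-15-regulated in these libraries. That their members changed is therefore not independent evidence. All 33 ribosome biogenesis and Myc target genes were higher, also when adjusted over the list alone. Their median was 1.60 (adjusted p = 1e-11 from camera, and adjusted p = 0.37 with an estimated correlation). The bound list held 15 of them and the unbound list 18. Of 20 TNF receptor superfamily genes, 5 were higher, 3 were lower and 12 were not called (4 higher and 3 lower when adjusted over the list alone). The median of 0.04 and camera's downward direction differed in sign (adjusted p = 0.82 from camera, and adjusted p = 0.84 with an estimated correlation). Among 27 immediate early genes, which include targets shared with NF-κB, 3 were higher, 18 were lower and 6 were not called (the same counts when adjusted over the list alone). Their median was -1.69 (adjusted p = 6.8e-05 from camera, and adjusted p = 0.52 with an estimated correlation). *Jun*, an AP-1 subunit gene, fell from 146 ± 48 to 6.67 ± 1.53 RPKM. Genes of other cell types were also lower with IL-15, with 13 of 15 B cell genes lower and none higher (likewise when adjusted over the list alone). Their median was -1.50 (adjusted p = 2.7e-05 from camera, and adjusted p = 0.37 with an estimated correlation). The NF-κB list did not pass camera without ex vivo replicate 3 (adjusted p = 0.052) or IL-15 replicate 3 (0.072). *Tnfaip3* lost its call with the block (0.074), without ex vivo replicate 1 (0.054) and without IL-15 replicate 1 (0.06), 2 (0.051) or 3 (0.069).

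**Figure D3:**
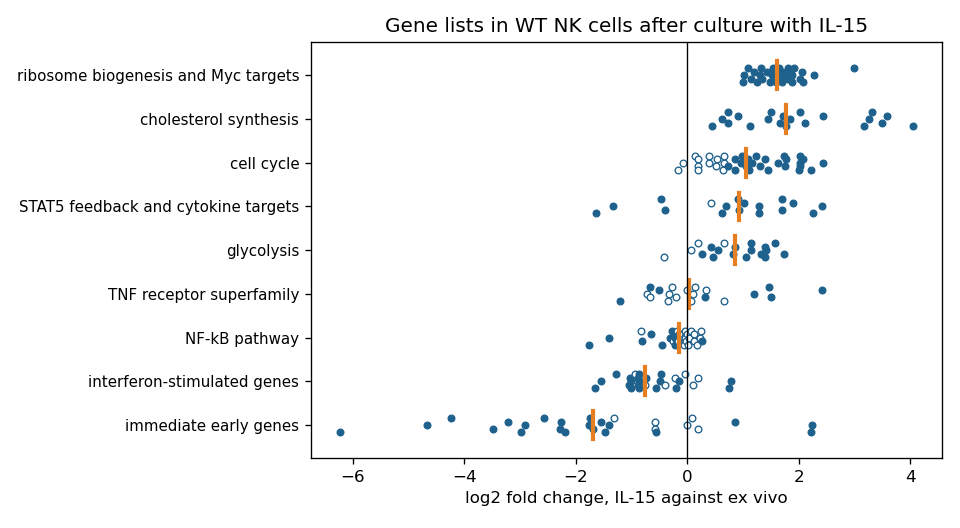
Log2 fold change with IL-15 against ex vivo for each tested member of 9 gene lists, with filled points for genes at an adjusted p under 0.05 and orange bars at each list's median. All 33 ribosome biogenesis and Myc target genes and all 21 cholesterol synthesis genes lie above 0.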

We also noted that NF-κB targets were negatively enriched in the STAT5-bound group, echoing our GO analysis in STAT5-deficient cells (Fig. 4 A), and that Myc target genes were positively enriched in both, suggesting that beyond its well appreciated role in promoting Myc expression (Pinz et al., 2016), STAT5 often colocalizes with this TF (Fig. 6 B and Fig. S4 B). Enrichment of Myc and IL-2/STAT5 signaling targets within the STAT5-bound group was also confirmed with an alternative pathway analysis (Fig. 6 B and Fig. S4 C).

**Figure 6.**
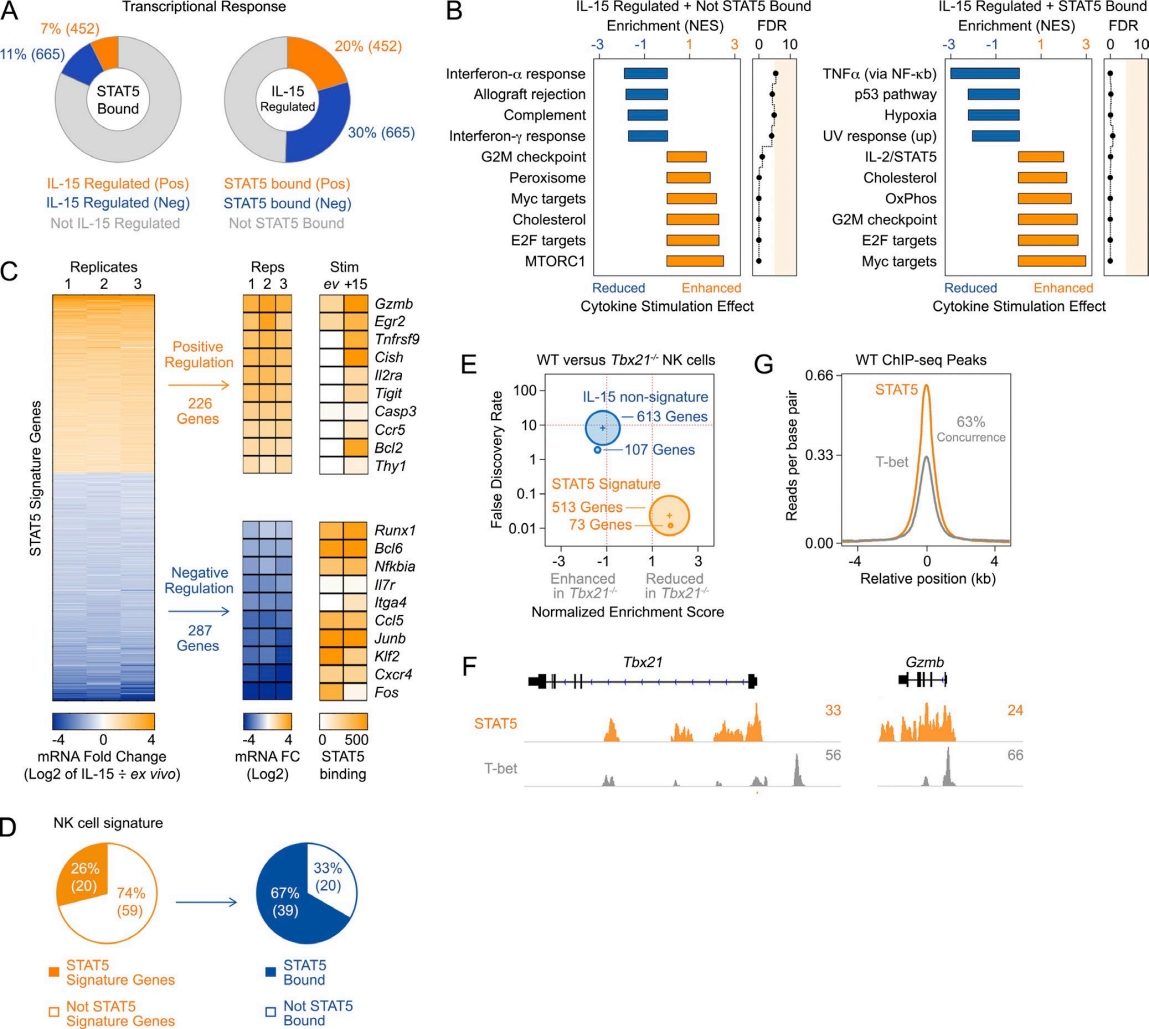
**Transcriptional activity and cooperativity of STAT5 downstream of IL-15.** Transcriptomes were compared between ex vivo and IL-15–treated NK cells. Differentially expressed genes were then segregated on the basis of whether or not STAT5-binding sites were detected near transcriptional start sites in IL-15–treated NK cells. (A) Left donut plot reports the total number of positively or negatively regulated genes from among all STAT5-bound genes. Right donut plot reports the total number of STAT5-bound, positively or negatively regulated genes from among all IL-15–regulated genes. (B) GSEA was applied to STAT5-bound and STAT5-unbound, IL-15–regulated genes. Bar graphs show hallmark pathway genes sets that were reduced or enhanced by IL-15. FDR, false discovery rate; NES, normalized enrichment score. (C) Left heat map shows the fold change in RPKM (log_2_ of IL-15–treated ÷ untreated) for all IL-15/STAT5 signature genes across three biological replicates. Right heat maps shows the RPKM fold change for a selection of signature genes and peak amplitude for the highest associated STAT5 peaks in untreated or IL-15–treated cells. (D) Left pie chart shows the number of IL-15/STAT5 signature genes among NK cell signature genes. Right pie chart shows the number of genes with nearby STAT5 peaks among NK cell signature genes that are not included in the STAT5 signature. (E) Transcriptomes were measured in IL-15–treated WT and T-BET–deficient NK cells and GSEA performed using STAT5 signature or IL-15–regulated, STAT5-unbound gene sets. Circle plot relays whether gene sets were enhanced or reduced in T-BET–deficient NK cells (y axis), along with gene set count (element size; number shown) and false discovery rate (y axis). Two biological replicates were included per genotype. (F) Genome browser tracks show STAT5 and T-BET distributions at selected loci. (G) Histogram shows the position and amplitude of T-BET-binding sites relative to STAT5-binding sites in ex vivo NK cells.

On the basis of our integrated RNA sequencing (RNA-seq) and chromatin immunoprecipitation sequencing (ChIP-seq) analysis, we propose that at least two criteria, gene-proximal binding and transcriptional responsiveness to upstream stimuli, should be met to classify a gene as a direct STAT5 target. Following this principle, we devised two STAT5 gene signatures for NK cells, one with 513 elements and a more compact 73-element version devised using more stringent criteria for both STAT5 binding and transcriptional responsiveness (Fig. 6 C and Table S4). 

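*Egr2*, which encodes a zinc finger transcription factor, rose from 3 ± 1 RPKM (SD, n = 3 libraries) ex vivo to 17.7 ± 4.62 RPKM (SD, n = 3) with IL-15, a log2 fold change of 2.23 (standard error 0.265, adjusted p = 0.0022) from limma. *Junb*, an AP-1 subunit gene, fell from 507 ± 53.4 to 67.3 ± 14.3 RPKM, a log2 fold change of -2.91 (standard error 0.177, adjusted p = 0.00026), and *Bcl6*, a transcriptional repressor gene, from 9 ± 0 to 3 ± 0 RPKM. Of the 513 signature genes, 224 were called higher, 275 were called lower and 14 were not called (226 higher and 279 lower when adjusted over the list alone). Their median log2 fold change was -0.78 (adjusted p = 0.064 from camera, and adjusted p = 0.51 with an estimated correlation). The compact signature was read as 72 genes, of which 32 were higher, 38 were lower and 2 were not called. Their median was -1.35. As a gene of the stated 73 was missing, this list was not put to camera. The study chose both signatures on these libraries, so these counts are not independent evidence. The 513 genes passed camera with a minimum mean of 5 RPKM (adjusted p = 0.018), with replicate number as a block (0.04) and without ex vivo replicate 2 (0.043).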

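*Klrk1*, which encodes NKG2D, fell from 340 ± 32.7 RPKM (SD, n = 3 libraries) ex vivo to 181 ± 17.1 RPKM (SD, n = 3) with IL-15, a log2 fold change of -0.90 (standard error 0.102, adjusted p = 0.0019) from limma. *Itgam*, the CD11b gene, fell from 92.3 ± 15.9 to 26.7 ± 9.61 RPKM, a log2 fold change of -1.80 (standard error 0.294, adjusted p = 0.0063). *Klrg1*, an inhibitory receptor gene, fell with a log2 fold change of -1.97 (standard error 0.374, adjusted p = 0.01). The 513-gene STAT5 signature and the 76-gene NK cell signature share 20 genes, 26.3% of the latter. With IL-15, 18 of the 20 were lower, *Gzmb* alone was higher, and *Kcnj8*, a potassium channel gene named after its values were seen, was not called (log2 fold change -0.92, adjusted p = 0.082). Among the same 20 genes, 9 were called lower in STAT5-deficient NK cells ex vivo and 10 in T-bet-deficient NK cells, while none was called higher in STAT5-deficient cells and 1 was in T-bet-deficient cells. Of all 76 NK cell signature genes, 6 were higher with IL-15, 40 were lower and 30 were not called (7 higher and 40 lower when adjusted over the list alone). Their median was -0.42 (adjusted p = 1.3e-06 from camera, and adjusted p = 0.37 with an estimated correlation). The calls in STAT5-deficient cells did not hold without either WT library, nor that of *Itgam* without the trend (adjusted p = 0.072). In T-bet-deficient cells *Klrk1* lost its call without WT replicate 1 (0.38) or T-bet-deficient replicate 1 (0.078) or 2 (0.23), *Gzmb* without WT replicate 1 (0.19) or 2 (0.098) and *Itgam* without T-bet-deficient replicate 2 (0.052).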

Importantly, one quarter of NK cell signature genes are represented, including *Gzmb*, *Klrk1*, and *Itgam*, indicating that NK cell lineage identity is, in large part, defined by the IL-15–STAT5 axis (Fig. 6 D). We also found that at least two elements, *Tnfrsf9* and *Il2ra*, are regulated by γc cytokines in other ILC subsets, suggesting the signatures may be applicable to other lineages and/or upstream stimuli (Fig. S4 D).

### Coordination between STAT5 and T-bet

During our ILC survey, we noted that the subsets most affected by STAT5 deficiency, NK cells, ILC1, and NCR1^+^ ILC3, all express T-bet. To further probe the relationship between these two TFs, we first confirmed that T-bet-deficient mice phenocopy STAT5-deficient mice in terms of accumulation and maturation of splenic NK cells (Fig. S5, A and B). Importantly, this phenocopy was evident despite normal IL-2Rβ expression and IL-15–driven STAT5 phosphorylation in T-bet-deficient NK cells (Fig. S5, C and D). Next, we measured transcriptomes in IL-15–treated WT and T-bet-deficient NK cells and applied GSEA using our 513 and 73 element STAT5 signatures. Both gene sets were highly enriched in WT NK cells, indicating that T-bet typically promotes expression of genes that are directly regulated by STAT5 (Fig. 6 E and Fig. S5 E). In contrast, complementary “unbound” gene sets were enriched in T-bet–deficient NK cells, indicating that T-bet typically inhibits expression of IL-15–regulated genes that are not direct STAT5 targets (Fig. 6 E and Fig. S5 E). 

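*Tbx21*, which encodes T-bet, stood at 63.7 ± 0.0115 RPKM (SD, n = 2 libraries) in WT NK cells and 2.25 ± 0.241 RPKM (SD, n = 2) in *Tbx21*-/- NK cells, a log2 fold change of -4.82 (standard error 0.139, adjusted p = 1.5e-254) from limma. *Ly6c2*, a surface marker gene of mature NK cells, fell from 107 ± 1.85 to 4.05 ± 0.623 RPKM, and *Ly6a*, which encodes Sca-1, rose from 0.769 ± 0.141 to 7.27 ± 1.41 RPKM. *Stat5a* and *Stat5b* were listed at 11.8 ± 1.97 and 20.0 ± 0.839 RPKM in WT against 10.5 ± 0.931 and 18.4 ± 1.13 RPKM in T-bet-deficient NK cells (adjusted p = 0.59 and 0.7 from limma). Sorted splenic NK cells were cultured with 20 ng/ml IL-15 for 48 h before sequencing in a single run, with 2 libraries per genotype. The authors deposited RPKM, with a constant offset added, for 10404 genes, and all of them were compared with limma. In this experiment limma's prior degrees of freedom were infinite, so each gene's variance was taken from the trend over all genes. The very small p-values therefore do not measure the spread of a gene's own libraries. At an adjusted p under 0.05, 579 genes were higher in T-bet-deficient NK cells, 602 were lower and 9223 were not called. At more than 1.5-fold and an unadjusted p under 0.05, 276 were higher and 273 were lower. These counts were 177 and 169 with 1 added, and 141 and 131 at a minimum mean of 5 RPKM. With the authors' deposited fold changes and p-values they were 68 and 65. The number of genes called was 640 without WT replicate 1, 887 without WT replicate 2, 307 without T-bet-deficient replicate 1 and 31 without T-bet-deficient replicate 2, which ended the call of *Ly6a* (adjusted p = 0.053).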

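*Ccl3*, a chemokine gene, fell from 548 ± 0.126 RPKM (SD, n = 2 libraries) in WT to 139 ± 23.8 RPKM (SD, n = 2) in T-bet-deficient NK cells, a log2 fold change of -1.99 (standard error 0.126, adjusted p = 1e-52) from limma. *Ccl5*, another chemokine gene, fell from 1048 ± 39.7 to 280.3 ± 39.4 RPKM and *S1pr5*, the sphingosine receptor gene, from 14.8 ± 0.302 to 1.54 ± 0.107 RPKM, a log2 fold change of -3.27 (standard error 0.157, adjusted p = 2.7e-92). *Gzmb*, the granzyme B gene, fell from 2746 ± 76.2 to 1570 ± 74.8 RPKM, a log2 fold change of -0.81 (standard error 0.166, adjusted p = 3.3e-05), while *Gzmc*, the granzyme C gene, rose from 101 ± 1.61 to 384 ± 48.5 RPKM. Of the 482 tested genes of the 513-gene signature, 52 were higher in T-bet-deficient NK cells, 100 were lower and 330 were not called (63 higher and 120 lower when adjusted over the list alone). The median log2 fold change was -0.06 (adjusted p = 0.011 from camera, and adjusted p = 0.87 with an estimated correlation). Of 69 tested genes of the compact signature, read as 72 genes, 10 were higher, 25 were lower and 34 were not called (13 higher and 32 lower when adjusted over the list alone). Their median was -0.25 and no set test. The paper found both signatures enriched in WT cells by GSEA, a test unlike camera. From this it concludes that T-bet typically promotes genes directly regulated by STAT5. The 513 genes did not pass camera after median-ratio scaling (adjusted p = 0.071), without T-bet-deficient replicate 1 (0.11) or without T-bet-deficient replicate 2 (0.15). *Gzmb* lost its call without WT replicate 1 (0.19) or WT replicate 2 (0.098).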

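*Zbtb32*, which encodes a transcriptional repressor, rose from 6.67 ± 0.512 RPKM (SD, n = 2 libraries) in WT to 33.1 ± 2.47 RPKM (SD, n = 2) in T-bet-deficient NK cells, a log2 fold change of 2.31 (standard error 0.134, adjusted p = 3.3e-63) from limma. *Kit*, the stem cell factor receptor gene, rose from 6.25 ± 0.205 to 17.7 ± 0.0989 RPKM and *Sell*, which encodes L-selectin, from 75.6 ± 5.52 to 170.3 ± 5.55 RPKM, a log2 fold change of 1.17 (standard error 0.119, adjusted p = 1.6e-20). Of the 547 tested genes of the unbound list that the paper set beside the 513-gene signature, 52 were higher in T-bet-deficient NK cells, 46 were lower and 449 were not called (60 higher and 48 lower when adjusted over the list alone). Their median log2 fold change was 0.01 (adjusted p = 0.31 from camera, and adjusted p = 0.88 with an estimated correlation). Of the 80 tested genes of the 107-gene unbound list, 15 were higher, 7 were lower and 58 were not called (18 higher and 7 lower when adjusted over the list alone). Their median was 0.07 (adjusted p = 0.024 from camera, and adjusted p = 0.87 with an estimated correlation). For all 1087 unbound genes, 1009 of them tested, the median was 0.01 (adjusted p = 0.31 from camera, and adjusted p = 0.88 with an estimated correlation), with 70 higher and 54 lower. The former list passed camera with a minimum mean of 5 RPKM (median 0.03, adjusted p = 0.026). The latter did not pass with replicate number as a block (0.053), without WT replicate 1 (median 0.13, adjusted p = 0.2) or without WT replicate 2 (median 0.04, adjusted p = 0.053), and *Kit* and *Sell* lost their calls without T-bet-deficient replicate 2 (0.053 each).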

We also compared genome-wide distributions and found widespread overlap between STAT5 and T-bet; 63% of STAT5 peaks had overlapping T-bet peaks, with salient examples found near genes whose expression was diminished in one-allele STAT5A-deficient NK cells, including *Tbx21* (which encodes T-bet) and *Gzmb* (Fig. 6, F and G). Collectively these data establish that STAT5 and T-bet regulate many of the same genes and suggest a collaborative relationship in NK cells.

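*Gzma*, the granzyme A gene, was lower in T-bet-deficient NK cells after 48 h with IL-15 (3317 ± 43.6 RPKM in WT, 1391 ± 130 RPKM without T-bet, SD, n = 2 libraries each), a log2 fold change of -1.26 (standard error 0.167, adjusted p = 3.9e-12) from limma, and it was lower in STAT5-deficient NK cells ex vivo with a log2 fold change of -1.27. *Itgam*, which encodes CD11b, fell from 23.8 ± 0.543 to 9.55 ± 0.556 RPKM without T-bet, a log2 fold change of -1.31 (standard error 0.134, adjusted p = 1.3e-20). *Tcf7*, which encodes TCF-1, rose from 62.4 ± 1.98 to 130.2 ± 15.3 RPKM, a log2 fold change of 1.06 (standard error 0.119, adjusted p = 7.4e-17). At the paper's thresholds, 70 genes were lower in both STAT5-deficient and T-bet-deficient NK cells, where 7.32 would be expected from the 296 and 243 lower in each, and 113 were higher in both, where 16.8 would be expected. In opposite directions went 34 genes. T cell genes had a median log2 fold change of 1.13 in STAT5-deficient cells (3 of 13 called higher, none lower). In T-bet-deficient cells it was 0.994 (4 of 5 called higher, 1 lower). Only these 5 of the 14 listed T cell genes had T-bet values, from which genes of low mean had been removed. These medians thus cover unlike sets of genes. What other cells add to the shared rise was not tested. At an adjusted p under 0.05, 55 genes were lower in both, 100 were higher in both and 17 went in opposite directions. Across the 9820 genes tested in both experiments, which shared no library, the log2 fold changes correlated with a Pearson's r of 0.387 and a Spearman's rho of 0.368, a description across genes, which are not independent replicates. Of 73 NK cell signature genes tested in both, 59 had negative log2 fold changes in both, where 54.2 would be expected from the numbers in each. Of them 17 were called lower in both, where 13.4 would be expected, and none was called in opposite directions. In T-bet-deficient NK cells 39 were lower, 5 were higher and 29 were not called (6 higher and 47 lower when adjusted over the list alone). Their median was -0.39 (adjusted p = 2.8e-22 from camera, and adjusted p = 0.57 with an estimated correlation). *Eomes* and *Nfil3* rose without T-bet, with log2 fold changes of 0.35 and 0.43 (adjusted p = 0.031 and 0.0053), while *Klrg1* had one of 0.22 (adjusted p = 0.29). From the overlap in expression and binding the paper proposes a collaborative relationship between STAT5 and T-bet. The STAT5 calls did not hold without either of its WT libraries, nor those of *Gzma* (adjusted p = 0.067) and *Itgam* (0.072) without the trend. Without T-bet-deficient replicate 2 *Itgam* was not called (adjusted p = 0.052), nor was *Nfil3* (0.13), which also lost its call without WT replicate 1 (0.42) or 2 (0.2), and so did *Eomes* (0.61 and 0.49, 0.12 without T-bet-deficient replicate 2 and also without the trend, and 0.14 with the block).

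**Figure D4:**
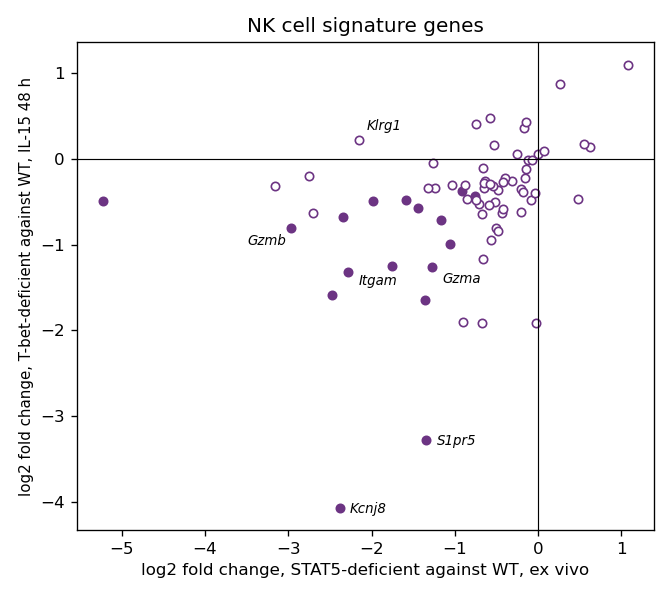
Log2 fold change of each NK cell signature gene in STAT5-deficient against WT NK cells ex vivo (x axis) and in T-bet-deficient against WT NK cells after 48 h with IL-15 (y axis), with filled points for the 17 genes called lower in both (13.4 expected). Of the 73 genes, 59 lie below 0 on both axes (54.2 expected).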

## Discussion

The intimate relationship between γc cytokines and ILCs first became apparent >30 yr ago when it was discovered that IL-2 promotes NK cell cytotoxicity (Rosenberg and Lotze, 1986). It is now well established that γc cytokines profoundly influence NK cell biology, but the molecular basis for their varied effects remains loosely defined. A major impediment has been the fact that deletion of STAT5, the principal signaling moiety downstream of γc and its coreceptors, is incompatible with NK cell viability (Moriggl et al., 1999; Yao et al., 2006; Eckelhart et al., 2011). One approach for circumventing this issue has been to “rescue” STAT5-deficient NK cells through ectopic expression of the anti-apoptotic protein BCL2 (Minagawa et al., 2002; Gotthardt et al., 2016). These studies conclude that several key NK cell processes are subject to STAT5 but, inevitably, are confounded by STAT5-independent effects of the *Bcl2* transgene (Minagawa et al., 2002; Gotthardt et al., 2016). To overcome this caveat, we generated mice that retain one of four *Stat5* alleles, thereby restricting availability of STAT5 in NK cells, and all other ILC subsets, while avoiding the severe hematopoietic and immunological abnormalities seen in complete STAT5 KOs or BCL2-transgenic mice (Egle et al., 2004; Yao et al., 2006). By applying cytometry- and transcriptome-based phenotyping, we demonstrate that STAT5 is not only critical for NK cell homeostasis and function, as predicted by prior work in mice lacking upstream cytokines or receptors (Cao et al., 1995; Cooper et al., 2002; Colucci et al., 2003; Koka et al., 2003; Ranson et al., 2003; Vosshenrich et al., 2005; Imamura et al., 2014), but also for lineage specification and maturation. We also expanded its purview to all known ILC subsets and various types of ILTCs, in line with previous studies on upstream regulators, including Jak3, γc, IL-2Rβ, IL-7/IL-7R, and IL-15/IL-15R (Satoh-Takayama et al., 2008, 2010; Moro et al., 2010; Price et al., 2010; Vonarbourg et al., 2010; Hoyler et al., 2012; Daussy et al., 2014; Klose et al., 2014b; Merzoug et al., 2014; Vély et al., 2016; Robinette et al., 2017), and establish STAT5B as the dominant paralog in ILCs and ILTCs. 

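*Stat5b* stood above *Stat5a* in each of the 12 libraries from NK cells with all 4 *Stat5* alleles, which came from WT and T-bet-deficient mice, by a ratio of RPKM between 1.36 and 2.55. In WT NK cells ex vivo, the ratio was 1.78 and 2.55 in replicates 1 and 2 sequenced beside the STAT5-deficient cells, and in the IL-15 experiment 2, 1.82 and 2.22. After culture with IL-15 it was 1.36, 1.64 and 1.42 in the libraries of that experiment and 1.99 and 1.47 in WT libraries at 48 h. *Stat5b*, which encodes the paralog STAT5B, and *Stat5a*, which encodes STAT5A, were compared inside each library, so no scaling between libraries enters these ratios. With 2 or 3 libraries per group no test was made, and RPKM of the ex vivo and cultured cells of the IL-15 experiment had been rounded to whole numbers.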

Because the transcriptional output of *Stat5b* is greater than that of *Stat5a* in NK cells (Fig. S3 A), we interpret that the apparent dominance of STAT5B in this subset, and perhaps others, is due to lower STAT5 protein levels in one-allele STAT5B-deficient cells rather than widespread functional disparity between STAT5 paralogs, as shown for helper T cells (Villarino et al., 2016).

A unique benefit of our genetic model is that by retaining one allele of *Stat5a* or *Stat5b*, we were able to compare two different levels of STAT5 depletion, the former more profound than the later. This enabled us to uncover a lineage- and tissue-defined hierarchy of STAT5 dependency among ILC and ILTC subsets; with splenic and intestinal NK cells, intestinal ILC1, and intestinal NCR1^+^ ILC3 at the top of the scale, followed by intestinal ILC2, splenic NKT cells, liver NK cells, intestinal CD8αα T cells, and intestinal CD4/CD8 double-negative T cells, and ending with intestinal γδ T cells, liver ILC1, liver NKT cells, intestinal LTi cells, and bone marrow NK cells, which appear least sensitive to reduced STAT5 availability. Among ILCs, STAT5 dependency broadly correlates with each subset’s preferred γc cytokines—IL-15–sensitive NK, ILC1, and NCR1^+^ ILC3 are more affected than ILC2 and LTi (Fig. S5 F)—and with steady-state proliferation; the percentage of Ki67^+^ cells is greater for lamina propia ILC1 (7.9 ± 2.0) and NCR1^+^ ILC3 (13.8 ± 2.9) than LTi (1.9 ± 1.1). Both of these concepts, along with the vital importance of the γc-STAT5 axis, are well illustrated by recent work showing that IL-15 can foster ILC development and function in the absence of IL-7R (Robinette et al., 2017).

Depletion of ILCs in one-allele STAT5A- and STAT5B-deficient mice does not appear to be due to an early developmental block, as CLPs and CHILPs were present in both genotypes, consistent with similar findings in γc- and IL-7–deficient mice (Klose et al., 2014b). ILC2 progenitors were also present, but NK cell and ILC1 progenitors were sharply diminished, indicating that they are more sensitive to reduced STAT5 availability (Fig. S5 F). These latter findings contrast with prior work in γc- and IL-7R–deficient mice, so we interpret that (a) ILC2 progenitors can make due with limited amounts of STAT5, and (b) alternative stimuli promote STAT5-dependent NKp development in the absence of γc or IL-7R (Vosshenrich et al., 2005; Hoyler et al., 2012; Robinette et al., 2017). Notwithstanding, our data point toward postdevelopmental defects as a major disruptive force in one-allele STAT5A- and STAT5B-deficient and suggest a central role for STAT5 in promoting ILC fitness at various tissues, specifically via its ability to induce transcription of anti-apoptotic proteins such as BCL2. We also demonstrate that residual ILCs from one-allele STAT5A- and STAT5B-deficient mice are functionally compromised, indicating that, beyond homeostatic concerns, STAT5 participates in effector programing of various subsets.

Beyond affirming the importance of STAT5, our work provides valuable insights on how it operates at molecular and genomic levels. First, we discovered that genome-wide STAT5 distribution is distinct for ex vivo and IL-15–treated NK cells, which implies that its steady-state behavior, reflecting tonic signaling and/or the activity of “unphosphorylated” STAT5, is fundamentally different from acute behavior downstream of γc cytokines. Importantly, STAT-binding motifs were not enriched under peaks found in ex vivo NK cells, suggesting alternative targeting mechanisms but were highly enriched under peaks found in IL-15–treated NK cells, consistent with the long-standing idea that γc cytokines induce rapid recruitment of STAT5 to canonical binding sites. We also cross-referenced our IL-15–driven STAT5 distribution map with complementary transcriptome analyses to devise a robust STAT5-driven transcriptional signature and thus provide a strictly defined molecular rationale for its varied activities in NK cells. This strategy also allowed us to distinguish between direct STAT5 targets and alternative signaling pathways or TFs downstream of IL-15, such as mTor and Myc, thereby confirming the influence of the latter.

Like STAT5, T-bet is required for accumulation of NK cells, ILC1, and NCR1^+^ ILC3 (Townsend et al., 2004; Gordon et al., 2012; Sciumé et al., 2012; Klose et al., 2013; Rankin et al., 2013; Daussy et al., 2014). Strikingly, we found that these subsets were the most diminished in STAT5-depleted mice and that, in all cases, T-bet protein levels were lower in the residual cells. Considering that multiple studies (including the present work) have shown that STAT5 directly engages the Tbx21 locus (Liao et al., 2011; Villarino et al., 2016), we can infer that STAT5 is an important upstream regulator of T-bet in ILCs. However, we did not detect an increase in T-bet expression when WT NK cells or ILC1 were acutely exposed to γc cytokines, likely because T-bet expression was already saturated because of in vivo exposure to STAT5 stimuli and/or other instructive signals (unpublished data). Notwithstanding, our data suggest a collaborative relationship in NK cells, the prototypical ILC subset. We demonstrate that STAT5 and T-bet colocalize throughout the genome and that STAT5 signature genes are depressed in the absence of T-bet, suggesting that it may promote STAT5 activity at direct target genes. Considering that multiple T-bet^+^ innate and innate-like lymphocytes were diminished in one-allele STAT5A- and STAT5B-deficient mice, including ILC1, NCR1^+^ ILC3, NKT cells, γδ T cells, and CD8αα T cells (Townsend et al., 2004; Klose et al., 2014a; Reis et al., 2014), we propose that this relationship is important beyond NK cells.

Collectively, our data position STAT5 as a key MLTF involved in ILC specification, homeostasis, and function. Consequently, we can infer that ILC defects contribute to the panoply of symptoms seen in patients with loss-of-function STAT5B mutations, which notably exhibit a lack of circulating NK cells and barrier surface pathologies, particularly in the skin and lungs (Kanai et al., 2012). Thus, we believe that our findings have clinical relevance not only in terms of understanding STAT5 function under healthy and disease states but also as a warning for potential side effects that may accompany therapeutic intervention of this pathway.

## Materials and methods

### Experimental animals

STAT5-deficient mice were generated as described (Villarino et al., 2016). In brief, mice lacking the entire STAT5 locus (*Stat5a/b^+/−^*) were crossed with mice lacking one allele of *Stat5a* (*Stat5a^+/−^ Stat5b^+/+^*) or *Stat5b* (*Stat5a^+/+^ Stat5b^+/−^*) to produce eight allele combinations (Fig. S1 A). We refer to each genotype according to the number of *Stat5* alleles that are retained. For example, one-allele *Stat5a*-deficient mice lack both *Stat5a* alleles but retain one *Stat5b* alleles (*Stat5a^−/−^ Stat5b^+/+^*), whereas one-allele *Stat5b*-deficient mice lack both *Stat5b* alleles but retain one *Stat5a* allele (*Stat5a^+/−^ Stat5b^−/−^*). *Tbx21^−/−^* and WT C57BL/6 mice were purchased from The Jackson Laboratory. Animals were housed and handled in accordance with National Institutes of Health (NIH) guidelines and all experiments approved by the National Institute of Arthritis and Musculoskeletal and Skin Diseases (NIAMS) Animal Care and Use Committee.

### Cell purifications

Tissues were dissected from 8–16-wk-old mice and single-cell suspensions made using the following methodologies. Spleens were mechanically dissociated and red blood cells depleted by hypotonic lysis (Gibco/Life Technologies). Livers were depleted of circulating lymphocytes by flushing 5 ml PBS through hepatic portal veins, then all lobes were mechanically dissociated and lymphocytes enriched using Lymphocyte Separation Medium (Corning). Bone marrow was flushed from rear femurs and red blood cells depleted by hypotonic lysis. Lamina propia lymphocytes and intraepithelial lymphocytes were isolated from large intestines. In brief, fat deposits and Peyer’s patches were removed, luminal contents flushed and tissues sectioned into 1-cm segments. These were then bathed in HBSS containing 5 mM EDTA and 10 mM Hepes, mechanically sheared, incubated in HBSS containing 0.5 mg/ml DNase I and 0.25 mg/ml Liberase TL (Roche), and strained (100-µm filter). Lamina propia lymphocytes were enriched using 80%/40% Percoll gradient (GE Healthcare). All cell cultures were performed in RPMI-1640 medium supplemented with 10% fetal calf serum, 1% sodium pyruvate, 1% nonessential amino acids, 10 mM Hepes, 0.1% β-mercaptoethanol, 100 U/ml penicillin, and 100 mg/ml streptomycin (Life Technologies).

### Flow cytometry

Cells were stained either directly ex vivo or after in vitro culture with IL-15 (20–50 ng/ml) using fluorochrome-labeled anti-mouse antibodies recognizing the following proteins: BCL-2, CD3ε, CD4, CD8α, CD8β, CD11b (ITGAM), CD19, CD25 (IL-2Rα), CD27, CD45.1, CD45.2, CD45R (B220), CD49b (DX5), CD90.1, CD90.2, CD117 (c-Kit), CD122 (IL-2Rβ), CD127 (IL-7R), CD132 (γc), CD135 (FLT3), CD137 (TNFRSF9 or 4-1BB), CD215 (IL-15R), CD253 (TRAIL), CD278 (ICOS), Eomes, GATA-3, Granzyme A, IFN-γ, Intergin α4β7 (LPAM), IL-13, IL-22, KLRG1, NCR1 (NKp46), NK1.1, NKG2D (KLRK1), RORγt, Sca1 (Ly-6A/E), STAT5 (pTyr-694), T-BET, TCRγ, and/or TIGIT (all from eBioscience, BD Biosciences, or BioLegend). For detection of intracellular proteins, cells were fixed and permeabilized with a combination of Cytofix/Cytoperm (BD Biosciences) and 100% methanol. For cytokine production, single-cell suspensions were stimulated with Phorbol 12-myristate 13-acetate and ionomycin for 5–6 h (50 and 500 ng/ml, respectively) including Brefeldin A (10 µg/ml) for the final 3 h (all from Sigma-Aldrich). For bone marrow progenitor studies, cells were stained with biotinylated Lineage Cell Depletion kit antibody cocktail (containing anti-mouse CD5, CD45R [B220], CD11b, Ly-6G/C [Gr-1], Ly-6B.2, and Ter-119; Miltenyi Biotec) and biotinylated anti-NK1.1 and anti-NKp46 in conjunction with fluorochrome-labeled streptavidin. Phycoerythrin-labeled, αGalCer-loaded CD1d tetramers were purchased from ProImmune. Data were collected on a FACSverse cytometer (BD Biosciences) and analyzed using FlowJo (FlowJo LLC). Compiled cytometry data are presented as box plots in which horizontal lines indicate the mean of all replicates and whiskers indicate minimum and maximum values. See Fig. S2 for detailed gating strategies.

### Bone marrow chimeras

Lineage-positive cells were depleted from WT (CD45.1 or CD90.1 congenic), *Stat5a^−/−^ Stat5b^+/−^* or *Stat5a^−/−^ Stat5b^+/−^* bone marrow by negative selection using the Lineage Cell Depletion kit supplemented with biotinylated anti-NKp46 and anti-CD25 (Miltenyi Biotec). These were washed and resuspended in PBS, then WT and KO cells were mixed (WT-to-KO ratio 1:5) and intravenously transferred to sex-matched γc*^−/−^ Rag2^−/−^* hosts (500 µl total). Engraftment was measured 8–12 wk later in spleen, liver, and intestinal lamina propia.

### RNA sequencing and transcriptome analysis

Cell sorting was used to isolate CD19^−^ CD3ε^−^ NCR1^+^ CD49b^+^ NK cells from spleens of WT, *Stat5a^−/−^ Stat5b^+/^*^−^, and *Tbx21^−/−^* mice (>98% purity). Cells were processed either directly ex vivo or after in vitro culture with 20 ng/ml mouse IL-15 (eBioscience) for 12 (*Stat5a^−/−^ Stat5b^+/^*^−^ experiments) or 48 h (*Tbx21^−/−^* experiments). Equal numbers of cells (0.5–5 × 10^5^) were used per genotype/condition for each experiment. These were lysed in Trizol reagent, and total RNA was isolated by phenol-chloroform extraction with GlycoBlue as a coprecipitant (7–15 µg per sample; Life Technologies). Single-end libraries were prepared using the TruSeq RNA Sample Preparation kit v.2 and sequenced using a HiSeq 2500 instrument (Illumina). 50-bp reads (>20 million per sample) were mapped onto mouse genome build mm9 using TopHat and further processed using Cufflinks. All data sets are normalized on the basis of reads per kilobase of transcript per million mapped reads (RPKM) and purged of micro-RNAs, small nucleolar RNAs, and small Cajal body–specific RNAs. When multiple transcripts were detected for a single gene, only the most abundant (i.e., highest mean RPKM across all genotypes and conditions) was considered for downstream analyses. To minimize “fold change artifacts” caused by low-abundance transcripts, a small offset (equal to the second quartile of all data points) was added to RPKM values, and transcripts with RPKM values of <1 in all genotypes/conditions were excluded. Transcript variance was calculated using Edge-R. Transcripts were classified as differentially expressed genes (DEGs) if they exhibited >1.5-fold change and significant pairwise variance (P < 0.05) compared with ex vivo WT controls. Two or three biological replicates were sequenced per genotype or condition (Table S1). Volcano plots, bar graphs, and MA plots were generated with DataGraph (Visual Data Tools). NK cell signature and NK cell maturation gene sets used for MA plots are described in Table S4.

DAVID bioinformatics resources were used for GO analysis of DEG from *Stat5a^−/−^ Stat5b^+/^*^−^ NK cells (National Institute of Allergy and Infectious Diseases). Only lower level GO terms (GO:00) with more than threefold enrichment and a <10% false discovery rate were considered, and only the highest scoring among redundant terms were graphed. Disease-associated KEGG terms were excluded. Ingenuity Pathway Analysis was used to predict “upstream regulators” in STAT5-bound or -unbound DEGs from WT NK cells treated with IL-15 (Ingenuity Systems).

GSEA was performed as previously described (Subramanian et al., 2005). For IL-15 experiments, RPKMs for STAT5-bound or -unbound DEGs were run against GSEA hallmark gene sets (Liberzon et al., 2015). All gene sets with normalized enrichment scores greater than 2 or less than −2 in the STAT5-bound group are shown, and a matching number and pattern are presented for the STAT5-unbound data set (Fig. 6 B). Enrichment curves and member ranks are shown in Fig. S4 B. For *Tbx21^−/−^* NK cell experiments and unabridged RNA-seq data sets were used with the STAT5 signature gene sets detailed in Table S4. A circle plot was generated with DataGraph (Fig. 6 G). All RNA-seq data are available from the NCBI Gene Expression Omnibus under accession no. GSE100674.

### Chromatin immunoprecipitation and DNA sequencing

10^7^ NK cells were purified from spleens of WT mice by magnetic bead separation (90% purity; negative selection kit by Miltenyi Biotec) and fixed with 1% formaldehyde either directly ex vivo or after treatment with mouse IL-15 (2 h, 20 ng/ml). Cells were then lysed and sonicated before immunoprecipitation with rabbit anti-mouse pan-STAT5 antibody (ab7969; Abcam). Recovered STAT5-bound DNA fragments, along with unprecipitated “input controls,” were blunt-end ligated to adaptors and single-end libraries prepared using the NEBNext ChIP-Seq Library Prep for Illumina kit (New England Biolabs). Sequencing was performed on a HiSeq 2500 instrument (50 cycles; Illumina), and Bowtie was used to map >10 million nonredundant 50-bp reads to mouse genome build mm9. Peaks with more than twofold enrichment over background, p-values < 0.00001, and false discovery rate < 5% were called with MACS 1.4.2 using input controls as background reference. Two biological replicates were sequenced per condition (Table S2). bamCorrelate from deepTools v.1.5 was used to calculate Spearman’s rank correlation coefficients as a measure of interreplicate variability (ex vivo r = 0.8737, IL-15 r = 0.8737, P < 2.2 × 10^−16^ for both). Downstream analyses were performed separately; data shown are from the second replicate. ChIP-seq data for T-BET in ex vivo NK cells have been published (Shih et al., 2016).

The IL-15/STAT5 signature (513 elements) includes genes that (a) are STAT5-bound based on ChIP-seq from IL-15–treated NK cells (peak detected within gene body or ± 50 kb from transcriptional start site) and (b) are transcriptionally regulated by IL-15 on the basis of RNA-seq comparison of ex vivo and IL-15–treated NK cells (more than twofold change in RPKM; P < 0.05). The compact IL-15/STAT5 signature (73 elements) includes genes that (a) exhibit high amplitude STAT5 peaks (tag count for at least one gene-associated peak is within the top 25% of all peaks) and (b) exhibit more than threefold change in RPKM downstream of IL-15 (P < 0.05). Only genes with mean RPKM > 2 in either ex vivo or IL-15–treated NK cells are included (Table S4).

Direct comparison of peak distribution across experimental groups was done with PAPST and annotated to the nearest gene using HOMER. Peaks are assigned to genes if they occur within introns, exons, and/or <50 kb from transcriptional start sites. Peak distribution was further analyzed, and histograms were generated using ChAsE. Known and de novo TF motif enrichment analysis was performed using the AME and DREME tools of the MEME suite, focusing on JASPAR database outputs. Line graphs, donut plots, and pie charts were generated using DataGraph. Heat maps were generated using Multi Experiment Viewer (J. Craig Venter Institute). Genome browser tracks are displayed with the Integrative Genomics Viewer (Broad Institute). All ChIP-seq data are available from the NCBI Gene Expression Omnibus under accession no. GSE100674.

### Statistics

Unpaired homoscedastic Student’s *t* test was used to quantify statistical deviation between experiential groups. Asterisks denote significant differences (P < 0.05) compared with WT controls.

### Online supplemental material

Fig. S1 details the mouse models used in this study and shows the frequency of splenic NK cells in all genotypes. Fig. S2 shows flow cytometry gating strategies for NK cells, ILC subsets, ILTCs, and ILC precursors. Fig. S3 shows transcriptome and flow cytometry data comparing WT and one-allele STAT5A-deficient NK cells. Fig. S4 shows enrichment of STAT-binding motifs under STAT5 ChIP-seq peaks, GSEA enrichment plots for hallmark genes, upstream regulator analysis for STAT5-bound and -unbound DEGs, and flow cytometry data for STAT5 signature genes in various ILC subsets. Fig. S5 shows flow cytometry–based phenotyping of *Tbx21^−/−^* NK cells, GSEA enrichment plots for STAT5 signature genes in WT and *Tbx21^−/−^* NK cells, and a cartoon illustrating the hierarchy of STAT5 dependency among ILC subsets and precursors. Table S1 is a spreadsheet containing RPKM measurements, fold change calculations, and p-values for RNA-seq experiments. Table S2 is a spreadsheet containing annotated STAT5 ChIP-seq data. Table S3 is a spreadsheet containing enrichment ranks and p-values for TF-binding motifs found under STAT5 peaks. Table S4 is a spreadsheet defining the STAT5 gene signature in NK cells and all gene sets used for transcriptome analysis. Tables S1–S4 are provided as Excel files.

## Supplementary Material

Supplemental Materials

Tables S1-S4 (zipped Excel files)

## References

[bib1] ArtisD., and SpitsH. 2015 The biology of innate lymphoid cells. Nature. 517:293–301. 10.1038/nature1418925592534

[bib2] BezmanN.A., KimC.C., SunJ.C., Min-OoG., HendricksD.W., KamimuraY., BestJ.A., GoldrathA.W., LanierL.L., GautierE.L., Immunological Genome Project Consortium 2012 Molecular definition of the identity and activation of natural killer cells. Nat. Immunol. 13:1000–1009. 10.1038/ni.239522902830PMC3572860

[bib3] BoesteanuA., SilvaA.D., NakajimaH., LeonardW.J., PeschonJ.J., and JoyceS. 1997 Distinct roles for signals relayed through the common cytokine receptor γ chain and interleukin 7 receptor α chain in natural T cell development. J. Exp. Med. 186:331–336. 10.1084/jem.186.2.3319221763PMC2198975

[bib4] CaoX., ShoresE.W., Hu-LiJ., AnverM.R., KelsallB.L., RussellS.M., DragoJ., NoguchiM., GrinbergA., BloomE.T., 1995 Defective lymphoid development in mice lacking expression of the common cytokine receptor gamma chain. Immunity. 2:223–238. 10.1016/1074-7613(95)90047-07697543

[bib5] CheroutreH., LambolezF., and MucidaD. 2011 The light and dark sides of intestinal intraepithelial lymphocytes. Nat. Rev. Immunol. 11:445–456. 10.1038/nri300721681197PMC3140792

[bib6] ColucciF., CaligiuriM.A., and Di SantoJ.P. 2003 What does it take to make a natural killer? Nat. Rev. Immunol. 3:413–425. 10.1038/nri108812766763

[bib7] ConstantinidesM.G., McDonaldB.D., VerhoefP.A., and BendelacA. 2014 A committed precursor to innate lymphoid cells. Nature. 508:397–401. 10.1038/nature1304724509713PMC4003507

[bib8] ConstantinidesM.G., GudjonsonH., McDonaldB.D., IshizukaI.E., VerhoefP.A., DinnerA.R., and BendelacA. 2015 PLZF expression maps the early stages of ILC1 lineage development. Proc. Natl. Acad. Sci. USA. 112:5123–5128. 10.1073/pnas.142324411225838284PMC4413309

[bib9] CooperM.A., BushJ.E., FehnigerT.A., VanDeusenJ.B., WaiteR.E., LiuY., AguilaH.L., and CaligiuriM.A. 2002 In vivo evidence for a dependence on interleukin 15 for survival of natural killer cells. Blood. 100:3633–3638. 10.1182/blood-2001-12-029312393617

[bib10] DaussyC., FaureF., MayolK., VielS., GasteigerG., CharrierE., BienvenuJ., HenryT., DebienE., HasanU.A., 2014 T-bet and Eomes instruct the development of two distinct natural killer cell lineages in the liver and in the bone marrow. J. Exp. Med. 211:563–577. 10.1084/jem.2013156024516120PMC3949572

[bib11] De ObaldiaM.E., and BhandoolaA. 2015 Transcriptional regulation of innate and adaptive lymphocyte lineages. Annu. Rev. Immunol. 33:607–642. 10.1146/annurev-immunol-032414-11203225665079

[bib12] DiefenbachA., ColonnaM., and KoyasuS. 2014 Development, differentiation, and diversity of innate lymphoid cells. Immunity. 41:354–365. 10.1016/j.immuni.2014.09.00525238093PMC4171710

[bib13] DiSantoJ.P., MüllerW., Guy-GrandD., FischerA., and RajewskyK. 1995 Lymphoid development in mice with a targeted deletion of the interleukin 2 receptor gamma chain. Proc. Natl. Acad. Sci. USA. 92:377–381. 10.1073/pnas.92.2.3777831294PMC42743

[bib14] EckelhartE., WarschW., ZebedinE., SimmaO., StoiberD., KolbeT., RülickeT., MuellerM., CasanovaE., and SexlV. 2011 A novel Ncr1-Cre mouse reveals the essential role of STAT5 for NK-cell survival and development. Blood. 117:1565–1573. 10.1182/blood-2010-06-29163321127177

[bib15] EgleA., HarrisA.W., BathM.L., O’ReillyL., and CoryS. 2004 VavP-Bcl2 transgenic mice develop follicular lymphoma preceded by germinal center hyperplasia. Blood. 103:2276–2283. 10.1182/blood-2003-07-246914630790

[bib16] EtterspergerJ., MontcuquetN., MalamutG., GueganN., Lopez-LastraS., GayraudS., ReimannC., VidalE., CagnardN., VillareseP., 2016 Interleukin-15-dependent T-cell-like innate intraepithelial lymphocytes develop in the intestine and transform into lymphomas in celiac disease. Immunity. 45:610–625. 10.1016/j.immuni.2016.07.01827612641

[bib17] GordonS.M., ChaixJ., RuppL.J., WuJ., MaderaS., SunJ.C., LindstenT., and ReinerS.L. 2012 The transcription factors T-bet and Eomes control key checkpoints of natural killer cell maturation. Immunity. 36:55–67. 10.1016/j.immuni.2011.11.01622261438PMC3381976

[bib18] GotthardtD., PutzE.M., GrundschoberE., Prchal-MurphyM., StrakaE., KudweisP., HellerG., Bago-HorvathZ., Witalisz-SieprackaA., CumaraswamyA.A., 2016 STAT5 is a key regulator in NK cells and acts as a molecular switch from tumor surveillance to tumor promotion. Cancer Discov. 6:414–429. 10.1158/2159-8290.CD-15-073226873347

[bib19] HeY.W., and MalekT.R. 1996 Interleukin-7 receptor α is essential for the development of γ Δ + T cells, but not natural killer cells. J. Exp. Med. 184:289–293. 10.1084/jem.184.1.2898691145PMC2192680

[bib20] HoelblA., KovacicB., KerenyiM.A., SimmaO., WarschW., CuiY., BeugH., HennighausenL., MorigglR., and SexlV. 2006 Clarifying the role of Stat5 in lymphoid development and Abelson-induced transformation. Blood. 107:4898–4906. 10.1182/blood-2005-09-359616493008PMC2875852

[bib21] HoylerT., KloseC.S.N., SouabniA., Turqueti-NevesA., PfeiferD., RawlinsE.L., VoehringerD., BusslingerM., and DiefenbachA. 2012 The transcription factor GATA-3 controls cell fate and maintenance of type 2 innate lymphoid cells. Immunity. 37:634–648. 10.1016/j.immuni.2012.06.02023063333PMC3662874

[bib22] HuntingtonN.D., PuthalakathH., GunnP., NaikE., MichalakE.M., SmythM.J., TabariasH., Degli-EspostiM.A., DewsonG., WillisS.N., 2007 Interleukin 15-mediated survival of natural killer cells is determined by interactions among Bim, Noxa and Mcl-1. Nat. Immunol. 8:856–863. 10.1038/ni148717618288PMC2951739

[bib23] ImadaK., BloomE.T., NakajimaH., Horvath-ArcidiaconoJ.A., UdyG.B., DaveyH.W., and LeonardW.J. 1998 Stat5b is essential for natural killer cell-mediated proliferation and cytolytic activity. J. Exp. Med. 188:2067–2074. 10.1084/jem.188.11.20679841920PMC2212377

[bib24] ImamuraM., ShookD., KamiyaT., ShimasakiN., ChaiS.M.H., Coustan-SmithE., ImaiC., and CampanaD. 2014 Autonomous growth and increased cytotoxicity of natural killer cells expressing membrane-bound interleukin-15. Blood. 124:1081–1088. 10.1182/blood-2014-02-55683725006133

[bib25] KanaiT., JenksJ., and NadeauK.C. 2012 The STAT5b pathway defect and autoimmunity. Front. Immunol. 3:234 10.3389/fimmu.2012.0023422912632PMC3418548

[bib26] KennedyM.K., GlaccumM., BrownS.N., ButzE.A., VineyJ.L., EmbersM., MatsukiN., CharrierK., SedgerL., WillisC.R., 2000 Reversible defects in natural killer and memory CD8 T cell lineages in interleukin 15-deficient mice. J. Exp. Med. 191:771–780. 10.1084/jem.191.5.77110704459PMC2195858

[bib27] KloseC.S.N., KissE.A., SchwierzeckV., EbertK., HoylerT., d’HarguesY., GöppertN., CroxfordA.L., WaismanA., TanriverY., and DiefenbachA. 2013 A T-bet gradient controls the fate and function of CCR6-RORγt+ innate lymphoid cells. Nature. 494:261–265. 10.1038/nature1181323334414

[bib28] KloseC.S.N., BlatzK., d’HarguesY., HernandezP.P., Kofoed-NielsenM., RipkaJ.F., EbertK., ArnoldS.J., DiefenbachA., PalmerE., and TanriverY. 2014a The transcription factor T-bet is induced by IL-15 and thymic agonist selection and controls CD8αα(+) intraepithelial lymphocyte development. Immunity. 41:230–243. 10.1016/j.immuni.2014.06.01825148024

[bib29] KloseC.S.N., FlachM., MöhleL., RogellL., HoylerT., EbertK., FabiunkeC., PfeiferD., SexlV., Fonseca-PereiraD., 2014b Differentiation of type 1 ILCs from a common progenitor to all helper-like innate lymphoid cell lineages. Cell. 157:340–356. 10.1016/j.cell.2014.03.03024725403

[bib30] KokaR., BurkettP.R., ChienM., ChaiS., ChanF., LodolceJ.P., BooneD.L., and MaA. 2003 Interleukin (IL)-15R[α]-deficient natural killer cells survive in normal but not IL-15R[α]-deficient mice. J. Exp. Med. 197:977–984. 10.1084/jem.2002183612695489PMC2193874

[bib31] LiaoW., LinJ.-X., WangL., LiP., and LeonardW.J. 2011 Modulation of cytokine receptors by IL-2 broadly regulates differentiation into helper T cell lineages. Nat. Immunol. 12:551–559. 10.1038/ni.203021516110PMC3304099

[bib32] LiberzonA., BirgerC., ThorvaldsdóttirH., GhandiM., MesirovJ.P., and TamayoP. 2015 The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst. 1:417–425. 10.1016/j.cels.2015.12.00426771021PMC4707969

[bib33] LinJ.-X., LiP., LiuD., JinH.-T., HeJ., Ata Ur RasheedM., RochmanY., WangL., CuiK., LiuC., 2012 Critical Role of STAT5 transcription factor tetramerization for cytokine responses and normal immune function. Immunity. 36:586–599. 10.1016/j.immuni.2012.02.01722520852PMC3551341

[bib34] LodolceJ.P., BooneD.L., ChaiS., SwainR.E., DassopoulosT., TrettinS., and MaA. 1998 IL-15 receptor maintains lymphoid homeostasis by supporting lymphocyte homing and proliferation. Immunity. 9:669–676. 10.1016/S1074-7613(00)80664-09846488

[bib35] MakiK., SunagaS., KomagataY., KodairaY., MabuchiA., KarasuyamaH., YokomuroK., MiyazakiJ.I., and IkutaK. 1996 Interleukin 7 receptor-deficient mice lack gammadelta T cells. Proc. Natl. Acad. Sci. USA. 93:7172–7177. 10.1073/pnas.93.14.71728692964PMC38955

[bib36] MaoY., van HoefV., ZhangX., WennerbergE., LorentJ., WittK., MasvidalL., LiangS., MurrayS., LarssonO., 2016 IL-15 activates mTOR and primes stress-activated gene expression leading to prolonged antitumor capacity of NK cells. Blood. 128:1475–1489. 10.1182/blood-2016-02-69802727465917PMC5025899

[bib37] MarçaisA., Cherfils-ViciniJ., ViantC., DegouveS., VielS., FenisA., RabilloudJ., MayolK., TavaresA., BienvenuJ., 2014 The metabolic checkpoint kinase mTOR is essential for IL-15 signaling during the development and activation of NK cells. Nat. Immunol. 15:749–757. 10.1038/ni.293624973821PMC4110708

[bib38] McKenzieA.N.J., SpitsH., and EberlG. 2014 Innate lymphoid cells in inflammation and immunity. Immunity. 41:366–374. 10.1016/j.immuni.2014.09.00625238094

[bib39] MerzougL.B., MarieS., Satoh-TakayamaN., LesjeanS., AlbanesiM., LucheH., FehlingH.J., Di SantoJ.P., and VosshenrichC.A.J. 2014 Conditional ablation of NKp46+ cells using a novel Ncr1(greenCre) mouse strain: NK cells are essential for protection against pulmonary B16 metastases. Eur. J. Immunol. 44:3380–3391. 10.1002/eji.20144464325142413

[bib40] MinagawaM., WatanabeH., MiyajiC., TomiyamaK., ShimuraH., ItoA., ItoM., DomenJ., WeissmanI.L., and KawaiK. 2002 Enforced expression of Bcl-2 restores the number of NK cells, but does not rescue the impaired development of NKT cells or intraepithelial lymphocytes, in IL-2/IL-15 receptor beta-chain-deficient mice. J. Immunol. 169:4153–4160. 10.4049/jimmunol.169.8.415312370344

[bib41] MorigglR., TophamD.J., TeglundS., SexlV., McKayC., WangD., HoffmeyerA., van DeursenJ., SangsterM.Y., BuntingK.D., 1999 Stat5 is required for IL-2-induced cell cycle progression of peripheral T cells. Immunity. 10:249–259. 10.1016/S1074-7613(00)80025-410072077

[bib42] MoroK., YamadaT., TanabeM., TakeuchiT., IkawaT., KawamotoH., FurusawaJ., OhtaniM., FujiiH., and KoyasuS. 2010 Innate production of T(H)2 cytokines by adipose tissue-associated c-Kit(+)Sca-1(+) lymphoid cells. Nature. 463:540–544. 10.1038/nature0863620023630

[bib43] ParkS.Y., SaijoK., TakahashiT., OsawaM., AraseH., HirayamaN., MiyakeK., NakauchiH., ShirasawaT., and SaitoT. 1995 Developmental defects of lymphoid cells in Jak3 kinase-deficient mice. Immunity. 3:771–782. 10.1016/1074-7613(95)90066-78777722

[bib44] PinzS., UnserS., and RascleA. 2016 Signal transducer and activator of transcription STAT5 is recruited to c-Myc super-enhancer. BMC Mol. Biol. 17:10 10.1186/s12867-016-0063-y27074708PMC4831086

[bib45] PriceA.E., LiangH.-E., SullivanB.M., ReinhardtR.L., EisleyC.J., ErleD.J., and LocksleyR.M. 2010 Systemically dispersed innate IL-13-expressing cells in type 2 immunity. Proc. Natl. Acad. Sci. USA. 107:11489–11494. 10.1073/pnas.100398810720534524PMC2895098

[bib46] RankinL.C., GroomJ.R., ChopinM., HeroldM.J., WalkerJ.A., MielkeL.A., McKenzieA.N.J., CarottaS., NuttS.L., and BelzG.T. 2013 The transcription factor T-bet is essential for the development of NKp46+ innate lymphocytes via the Notch pathway. Nat. Immunol. 14:389–395. 10.1038/ni.254523455676PMC4076532

[bib47] RansonT., VosshenrichC.A.J., CorcuffE., RichardO., LalouxV., LehuenA., and Di SantoJ.P. 2003 IL-15 availability conditions homeostasis of peripheral natural killer T cells. Proc. Natl. Acad. Sci. USA. 100:2663–2668. 10.1073/pnas.053548210012598649PMC151397

[bib48] ReisB.S., Hoytema van KonijnenburgD.P., GrivennikovS.I., and MucidaD. 2014 Transcription factor T-bet regulates intraepithelial lymphocyte functional maturation. Immunity. 41:244–256. 10.1016/j.immuni.2014.06.01725148025PMC4287410

[bib49] RobinetteM.L., BandoJ.K., SongW., UllandT.K., GilfillanS., and ColonnaM. 2017 IL-15 sustains IL-7R-independent ILC2 and ILC3 development. Nat. Commun. 8:14601 10.1038/ncomms1460128361874PMC5380969

[bib50] RosenbergS.A., and LotzeM.T. 1986 Cancer immunotherapy using interleukin-2 and interleukin-2-activated lymphocytes. Annu. Rev. Immunol. 4:681–709. 10.1146/annurev.iy.04.040186.0033413518753

[bib51] SatheP., DelconteR.B., Souza-Fonseca-GuimaraesF., SeilletC., ChopinM., VandenbergC.J., RankinL.C., MielkeL.A., VikstromI., KolesnikT.B., 2014 Innate immunodeficiency following genetic ablation of Mcl1 in natural killer cells. Nat. Commun. 5:4539 10.1038/ncomms553925119382

[bib52] Satoh-TakayamaN., VosshenrichC.A.J., Lesjean-PottierS., SawaS., LochnerM., RattisF., MentionJ.-J., ThiamK., Cerf-BensussanN., MandelboimO., 2008 Microbial flora drives interleukin 22 production in intestinal NKp46+ cells that provide innate mucosal immune defense. Immunity. 29:958–970. 10.1016/j.immuni.2008.11.00119084435

[bib53] Satoh-TakayamaN., Lesjean-PottierS., VieiraP., SawaS., EberlG., VosshenrichC.A.J., and Di SantoJ.P. 2010 IL-7 and IL-15 independently program the differentiation of intestinal CD3-NKp46+ cell subsets from Id2-dependent precursors. J. Exp. Med. 207:273–280. 10.1084/jem.2009202920142427PMC2822619

[bib54] SciuméG., HiraharaK., TakahashiH., LaurenceA., VillarinoA.V., SingletonK.L., SpencerS.P., WilhelmC., PoholekA.C., VahediG., 2012 Distinct requirements for T-bet in gut innate lymphoid cells. J. Exp. Med. 209:2331–2338. 10.1084/jem.2012209723209316PMC3526352

[bib55] SeilletC., RankinL.C., GroomJ.R., MielkeL.A., TellierJ., ChopinM., HuntingtonN.D., BelzG.T., and CarottaS. 2014 Nfil3 is required for the development of all innate lymphoid cell subsets. J. Exp. Med. 211:1733–1740. 10.1084/jem.2014014525092873PMC4144736

[bib56] SerafiniN., Klein WolterinkR.G.J., Satoh-TakayamaN., XuW., VosshenrichC.A.J., HendriksR.W., and Di SantoJ.P. 2014 Gata3 drives development of RORγt+ group 3 innate lymphoid cells. J. Exp. Med. 211:199–208. 10.1084/jem.2013103824419270PMC3920560

[bib57] SerafiniN., VosshenrichC.A.J., and Di SantoJ.P. 2015 Transcriptional regulation of innate lymphoid cell fate. Nat. Rev. Immunol. 15:415–428. 10.1038/nri385526065585

[bib58] ShenoyA.R., KirschnekS., and HäckerG. 2014 IL-15 regulates Bcl-2 family members Bim and Mcl-1 through JAK/STAT and PI3K/AKT pathways in T cells. Eur. J. Immunol. 44:2500–2507. 10.1002/eji.20134423824825007

[bib59] ShihH.-Y., SciumèG., PoholekA.C., VahediG., HiraharaK., VillarinoA.V., BonelliM., BosselutR., KannoY., MuljoS.A., and O’SheaJ.J. 2014 Transcriptional and epigenetic networks of helper T and innate lymphoid cells. Immunol. Rev. 261:23–49. 10.1111/imr.1220825123275PMC4321863

[bib60] ShihH.-Y., SciumèG., MikamiY., GuoL., SunH.-W., BrooksS.R., UrbanJ.F.Jr., DavisF.P., KannoY., and O’SheaJ.J. 2016 Developmental acquisition of regulomes underlies innate lymphoid cell functionality. Cell. 165:1120–1133. 10.1016/j.cell.2016.04.02927156451PMC4874839

[bib61] SpitsH., BerninkJ.H., and LanierL. 2016 NK cells and type 1 innate lymphoid cells: partners in host defense. Nat. Immunol. 17:758–764. 10.1038/ni.348227328005

[bib62] SubramanianA., TamayoP., MoothaV.K., MukherjeeS., EbertB.L., GilletteM.A., PaulovichA., PomeroyS.L., GolubT.R., LanderE.S., and MesirovJ.P. 2005 Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA. 102:15545–15550. 10.1073/pnas.050658010216199517PMC1239896

[bib63] SuzukiH., DuncanG.S., TakimotoH., and MakT.W. 1997 Abnormal development of intestinal intraepithelial lymphocytes and peripheral natural killer cells in mice lacking the IL-2 receptor β chain. J. Exp. Med. 185:499–506. 10.1084/jem.185.3.4999053450PMC2196040

[bib64] TownsendM.J., WeinmannA.S., MatsudaJ.L., SalomonR., FarnhamP.J., BironC.A., GapinL., and GlimcherL.H. 2004 T-bet regulates the terminal maturation and homeostasis of NK and Valpha14i NKT cells. Immunity. 20:477–494. 10.1016/S1074-7613(04)00076-715084276

[bib65] VélyF., BarlogisV., VallentinB., NevenB., PiperoglouC., EbboM., PerchetT., PetitM., YessaadN., TouzotF., 2016 Evidence of innate lymphoid cell redundancy in humans. Nat. Immunol. 17:1291–1299. 10.1038/ni.355327618553PMC5074366

[bib66] ViantC., GuiaS., HennessyR.J., RautelaJ., PhamK., BernatC., GohW., JiaoY., DelconteR., RogerM., 2017 Cell cycle progression dictates the requirement for BCL2 in natural killer cell survival. J. Exp. Med. 214:491–510. 10.1084/jem.2016086928057804PMC5294858

[bib67] VillarinoA.V., KannoY., FerdinandJ.R., and O’SheaJ.J. 2015 Mechanisms of Jak/STAT signaling in immunity and disease. J. Immunol. 194:21–27. 10.4049/jimmunol.140186725527793PMC4524500

[bib68] VillarinoA., LaurenceA., RobinsonG.W., BonelliM., DemaB., AfzaliB., ShihH.-Y., SunH.-W., BrooksS.R., HennighausenL., 2016 Signal transducer and activator of transcription 5 (STAT5) paralog dose governs T cell effector and regulatory functions. eLife. 5:e08384 10.7554/eLife.0838426999798PMC4856466

[bib69] VonarbourgC., and DiefenbachA. 2012 Multifaceted roles of interleukin-7 signaling for the development and function of innate lymphoid cells. Semin. Immunol. 24:165–174. 10.1016/j.smim.2012.03.00222541512

[bib70] VonarbourgC., MorthaA., BuiV.L., HernandezP.P., KissE.A., HoylerT., FlachM., BengschB., ThimmeR., HölscherC., 2010 Regulated expression of nuclear receptor RORγt confers distinct functional fates to NK cell receptor-expressing RORγt(+) innate lymphocytes. Immunity. 33:736–751. 10.1016/j.immuni.2010.10.01721093318PMC3042726

[bib71] VosshenrichC.A., and Di SantoJ.P. 2013 Developmental programming of natural killer and innate lymphoid cells. Curr. Opin. Immunol. 25:130–138. 10.1016/j.coi.2013.02.00223490162

[bib72] VosshenrichC.A., RansonT., SamsonS.I., CorcuffE., ColucciF., RosmarakiE.E., and Di SantoJ.P. 2005 Roles for common cytokine receptor γ-chain-dependent cytokines in the generation, differentiation, and maturation of NK cell precursors and peripheral NK cells in vivo. J. Immunol. 174:1213–1221. 10.4049/jimmunol.174.3.121315661875

[bib73] WangF., TianZ., and WeiH. 2015 Genomic expression profiling of NK cells in health and disease. Eur. J. Immunol. 45:661–678. 10.1002/eji.20144499825476835

[bib74] XuW., DominguesR.G., Fonseca-PereiraD., FerreiraM., RibeiroH., Lopez-LastraS., MotomuraY., Moreira-SantosL., BihlF., BraudV., 2015 NFIL3 orchestrates the emergence of common helper innate lymphoid cell precursors. Cell Reports. 10:2043–2054. 10.1016/j.celrep.2015.02.05725801035

[bib75] YagiR., ZhongC., NorthrupD.L., YuF., BouladouxN., SpencerS., HuG., BarronL., SharmaS., NakayamaT., 2014 The transcription factor GATA3 is critical for the development of all IL-7Rα-expressing innate lymphoid cells. Immunity. 40:378–388. 10.1016/j.immuni.2014.01.01224631153PMC4026797

[bib76] YaoZ., CuiY., WatfordW.T., BreamJ.H., YamaokaK., HissongB.D., LiD., DurumS.K., JiangQ., BhandoolaA., 2006 Stat5a/b are essential for normal lymphoid development and differentiation. Proc. Natl. Acad. Sci. USA. 103:1000–1005. 10.1073/pnas.050735010316418296PMC1327727

[bib77] YuX., WangY., DengM., LiY., RuhnK.A., ZhangC.C., and HooperL.V. 2014 The basic leucine zipper transcription factor NFIL3 directs the development of a common innate lymphoid cell precursor. eLife. 3 10.7554/eLife.04406PMC435614225310240

[bib78] ZookE.C., and KeeB.L. 2016 Development of innate lymphoid cells. Nat. Immunol. 17:775–782. 10.1038/ni.348127328007

How the deposited data were processed for this re-analysis (not part of the article)

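RNA was measured in sorted splenic NK cells of 3 mouse experiments with 14 libraries. The STAT5 experiment compared 2 WT and 2 *Stat5a*-/- *Stat5b*+/- libraries ex vivo. The IL-15 experiment compared 3 WT libraries ex vivo with 3 after culture in 20 ng/ml IL-15, for 12 h in the paper and 16 h in the labels. The T-bet experiment compared 2 WT with 2 *Tbx21*-/- libraries after 48 h with IL-15.

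The authors sequenced 50-bp single-end reads, demultiplexed them with CASAVA 1.8.2, mapped them to the mouse build mm9 with TopHat2 2.0.8 and processed them with Cufflinks 2.0. The RPKM of the STAT5 and T-bet experiments are as deposited by the authors, who kept the most abundant transcript of each gene, removed small RNAs and added a constant offset to every value. In the T-bet table the authors had also removed genes with a low mean. The values of the IL-15 experiment were deposited by the authors as RPKM rounded to whole numbers without an offset, and were treated as a score. The authors' log2 fold changes between groups were deposited beside these values, as were the authors' unadjusted p-values, which the methods trace to Edge-R. Genes whose values round to the same whole numbers share a single p-value in the deposited STAT5 table (1087 of 1087 sets) and T-bet table (954 of 954 sets). Reads and counts were not used here, so no count test was run.

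Log2 of the deposited RPKM was used for the STAT5 and T-bet experiments, with no further pseudocount, and log2 of the deposited value plus 1 for the IL-15 experiment. Genes needed a mean of at least 1 in at least 1 group. In the IL-15 table 798 kept genes with the same value in every library were left out. Group means were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of variance on mean), and p was adjusted by the Benjamini-Hochberg method over the genes tested in each experiment. Errors of log2 fold changes are limma's standard errors, and errors of RPKM are SDs. In the T-bet experiment limma's prior degrees of freedom were infinite, so its standard errors rest on the trend and not on each gene's own spread. Tables were read with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. Counts of genes are also given at the paper's thresholds of more than 1.5-fold and an unadjusted p under 0.05.

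Gene lists comprised 35 lists written for NK cell receptors, effectors and maturation, cytokine responses, metabolism, ILC identity, other cell types and technical controls, and 8 lists of Table S4. Lists with at least 5 tested members were compared with all other genes by limma's camera at a preset correlation of 0.01, and again with the correlation estimated from the data. The estimated form tests on the residual degrees of freedom alone (2, 4 and 2), which leaves it little power. In the STAT5 experiment immature NK genes had an estimated correlation of 0.0031, below the preset, yet camera's unadjusted p went from 4.3e-08 to 0.029. A call lost there does not show that correlated genes had made it. These p were adjusted over the lists tested in each experiment (35, 34 and 30). Members were counted as called over all genes and when adjusted over the list alone. The short signature and the bound list of Table S4 were read with 72 and 1116 genes, each a gene short of the stated size, and were only counted. Binding by STAT5 was taken from Table S4. Table S2, the annotated STAT5 ChIP-seq data, was at hand only in part and was not used.

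Genes named in the text are those the paper names, the 10 called genes with the largest log2 fold change in each direction whose groups do not overlap, and in each list the 2 most abundant members and the 2 called members with the largest change. A gene outside this rule is marked as named after its values were seen. Coordinates are from Gencode vM1 on NCBIM37, which is mm9.

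The depth of the STAT5 libraries was estimated from the spacing of the lowest values, as 19100000 to 73800000 reads, with 50.9% to 63.4% of low values within 0.1 of a whole number of reads. Rounding hides it in the IL-15 table, and it was not estimated for the T-bet table, from which genes of low mean are absent. The method was tested on simulated data with 200 genes changed by 2-fold or 4-fold. It recovered 23% and 71% of them at the spread of the STAT5 experiment, 77% and 94% in the IL-15 experiment, and 83% and 96% in the T-bet experiment. False calls were 4 of 98, 10 of 181 and 9 of 188. Replicates correlated across genes by 0.9745 and 0.959 (Pearson's r of log2 RPKM) in the STAT5 experiment.

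The alternatives were other pseudocounts (1 added in the STAT5 and T-bet experiments, 0.5 and 2 in the IL-15 experiment), no filter or a minimum mean of 5, median-ratio scaling, eBayes without a trend, replicate number as a block, each library left out in turn, the authors' deposited p-values over the genes kept here, and camera with an estimated correlation. Counts with a fold threshold under the authors' p-values also used the authors' fold changes. When a group is left with a single library, limma assumes that it varies like the others. Settings added after the data were seen left out IL-15 genes without variation inside either group, left out marker genes of other cell types in the STAT5 experiment, or paired the authors' IL-15 fold changes with limma's p. The gene sets of the paper's GSEA and GO analyses were not at hand and its binding data only in part, so those results were left out.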

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

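The comparison of marker lists inside each STAT5-deficient library was the test in this part chosen after the result was seen.

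*Lyz2* and *S100a8*, genes of myeloid cells that the paper does not discuss, stood at 168 and 180 RPKM in STAT5-deficient replicate 1, against 3.41 and 5.79 RPKM (*Lyz2*) and 5.68 and 2.86 RPKM (*S100a8*) in the WT libraries and 9.55 and 1.58 RPKM in STAT5-deficient replicate 2.

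B cell genes were higher in both STAT5-deficient libraries, with a median log2 fold change of 1.74 over 15 genes, and *Cd79a*, *Cd79b*, *Ms4a1*, *Cd74* and *H2-Aa* had log2 fold changes of at least 1.61. These values are what B cells carried into the sorted cells would bring, although the authors' sort excluded CD19+ and CD3ε+ cells at a stated purity over 98%. If the mix of other cells were unchanged, a lower share of NK cells would raise the markers of every other type alike. The macrophage median lay above that of B cells in STAT5-deficient replicate 1 (4.14 against 2.1) and below it in replicate 2 (-0.079 against 1.45). These gaps of 2.03 and 1.53, with quartiles apart, stand against 0.942 between the WT libraries. For macrophage genes they argue against an unchanged mix as the whole cause, but not against other cells whose mix differed between libraries. The medians over both libraries spanned only 1.07 because these gaps run in opposite directions, the neutrophil gap in replicate 2 (1.88) was no larger than that between the WT libraries (1.89), and the 4 erythroid genes were too few (4.57 and 2.12). The T cell gap was 0.239 in replicate 1, with quartiles overlapping, and 1.08 in replicate 2, below the 1.19 between the WT libraries. Gaps between WT libraries set 1 library against the other, while those of STAT5-deficient libraries are against the WT mean. A change of these genes inside NK cells themselves stays open and was not tested.

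Genes of ILC1, which the paper does not examine in these data, had a median log2 fold change of 1.65 in STAT5-deficient NK cells, with 6 of 11 higher and none lower (10 higher when adjusted over the list alone, adjusted p = 9.3e-08 from camera, and adjusted p = 0.53 with an estimated correlation). The median was -0.35 in T-bet-deficient NK cells, with 1 of 10 higher and 5 lower (the same when adjusted over the list alone, adjusted p = 0.024, and adjusted p = 0.57 with an estimated correlation), a call that ended after median-ratio scaling (0.061), without WT replicate 1 (0.076) and without T-bet-deficient replicate 1 (0.053) or 2 (0.17). The difference between the 2 experiments was not tested, and which cells carry these transcripts is open, since the list shares *Il7r*, *Cxcr3*, *Itga1* and *Tnfsf10* with the list of immature NK cells.

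After culture with IL-15, glycolysis genes, which the paper's text and Fig. 6 B do not name as a set, had a median log2 fold change of 0.866, although its bound and unbound lists hold 4 and 7 of these 19 genes. Macrophage and monocyte genes had one of -1.0, with 4 of 7 lower and none higher (the same when adjusted over the list alone, adjusted p = 0.00062 from camera, and adjusted p = 0.37 with an estimated correlation). Their median and lower quartile were both -1.0, the step from a rounded score of 1 to 0 once 1 is added. Rounding left 588 genes without variation inside either group, all of them called. This result thus lies near the floor, and rounding may have made part of it.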

How the results depend on the processing

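The settings chosen after seeing the data were those that left out IL-15 genes without variation, left out marker genes of other cells, or used the authors' IL-15 fold changes.

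In the STAT5 experiment 409 genes were called at an adjusted p under 0.05. The count was 355 with 1 added, 598 at a minimum mean of 5, 201 after median-ratio scaling, 97 without a trend, 843 with replicate number as a block and 284 with the authors' p-values. Without a filter limma tested 18200 genes and called 0 (2778 at an unadjusted p under 0.05). Leave-one-out counts ran from 0 to 1344, the lowest without WT replicate 2 and the highest without STAT5-deficient replicate 2. At the paper's thresholds the 1071 higher genes became 679 at the minimum mean of 5, 678 after median-ratio scaling, 308 with the authors' p-values and 796 to 1662 leave-one-out, and the 356 lower genes became 226 at that minimum and 204 with the authors' p-values. The counts of 308 and 204 used the authors' fold changes as well as the authors' p-values. Without the marker genes of other cells 356 genes were called, and 1032 higher and 354 lower passed the paper's thresholds. NK cell signature genes lower by more than 1.5-fold numbered 40 to 50 in the other settings and 31 to 47 leave-one-out.

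In the IL-15 experiment 5754 genes were called, 4634 to 6069 in all settings but the authors' p-values, which gave 1919, and 5534 without the invariant genes. At the paper's thresholds 1934 were higher and 1076 lower. The higher genes were 1046 with the authors' values, and the lower genes 713 at the minimum mean of 5 and 1798 with the authors' fold changes. The share of bound genes that were lower moved from 59.41 to 58.93 at that minimum.

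In the T-bet experiment 1181 genes were called, against 671 at the minimum mean of 5, 120 with the authors' p-values, 1238 with the block and 31 to 887 leave-one-out, the lowest without T-bet-deficient replicate 2. Leaving out the filter removed no gene there and says nothing. The median of the 513 genes was -0.0588, -0.0347 after median-ratio scaling (adjusted p = 0.071), and -0.102 to -0.018 leave-one-out, and adjusted p was 0.87 with an estimated correlation. For the 107 unbound genes the median of 0.0676 lost its call with the block (adjusted p = 0.053), without WT replicate 1 (0.2) or 2 (0.053) and with an estimated correlation (0.87), and was 0.0391 to 0.129 leave-one-out. The larger unbound list passed at the minimum mean of 5 (0.0278, adjusted p = 0.026). The correlation of STAT5 and T-bet fold changes was 0.4159 at that minimum and 0.3442 to 0.3864 leave-one-out. With an estimated correlation 0 lists passed camera in each experiment, against 21 of 35, 17 of 34 and 19 of 30 at the preset. Residual degrees of freedom of 2, 4 and 2 leave that form little power, so the loss does not show that correlated genes made the calls. Leave-one-out at the preset gave 16 to 19 lists in the IL-15 experiment.

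Leaving out a library in the STAT5 experiment also unbalances its replicates: *Xist* stood at 58.7 and 69.3 RPKM in replicate 1 of the 2 genotypes and 0.411 and 0.327 RPKM in replicate 2, and *Eif2s3y* at 0.396 RPKM and at the offset alone against 44.4 and 43.9 RPKM. Mice of different sex would give these values, so sex may go with replicate number, as the sequencing run does, and is then confounded with genotype once a library is left out. *Ccl3* and *Fos* likewise followed replicate number, while *S100a8* was high in a single library. Leave-one-out log2 fold changes reversed for *Ccl3* (-1.85 to 1.09), *Eif2s3y* (-4.17 to 3.39), *Fos* (-1.26 to 2.35), *S100a8* (-1.35 to 5.48) and *Xist* (-3.91 to 3.82). List medians ran from -0.44 to 0.00409 for the list IFN-gamma production, -0.15 to 0.0623 for STAT5 feedback, -0.495 to 1.13 for immediate early genes and -2.84 to 2.71 for sex-linked genes. In the T-bet experiment camera's upward direction for cytotoxic granule genes turned downward at the minimum mean of 5 (median -0.465, adjusted p = 0.032) and without T-bet-deficient replicate 2 (median -0.397, adjusted p = 0.027). The list passed upward without WT replicate 2 (adjusted p = 0.029). Leave-one-out medians lay between -0.413 and -0.317. The block changed no other count by more than 1.5 times. Over named genes and all settings, 318 results in the STAT5 experiment, 47 in the IL-15 experiment and 172 in the T-bet experiment lost their call, and 59, 21 and 8 gained one. The cause was not tested. Depth, estimated at 19100000 reads in WT replicate 2, and rounding in the IL-15 table limit genes near 1 RPKM.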

Differences from the paper's values

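Only the setting that joins the authors' IL-15 fold changes to limma's p, and the single shift of those fold changes, were chosen after seeing the values.

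The paper states almost 500 differentially expressed genes in STAT5-deficient NK cells, and at its thresholds of more than 1.5-fold and an unadjusted p under 0.05 limma gave 1427. Among alternatives set before the deposited values were analysed, the authors' fold changes and p-values together gave 512. This setting came within 1.5 times of the paper's number. The others did not: 1141 with 1 added, 1604 without a filter, 905 at a minimum mean of 5, 1184 after median-ratio scaling, 1488 without a trend, 1487 with the block and 1132 to 2101 leave-one-out.

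For *Stat5a* Fig. 4 C shows a log2 fold change of about -3.2, read by eye, and the value here is -2.644 (standard error 0.285). Only the setting without WT replicate 2 (-3.03) came within the error, and no other alternative did. For *Kit* the figure shows about 1.8, and the value here is 2.009 (standard error 0.178). It came within the error with 1 added (1.85), after median-ratio scaling (1.87), without WT replicate 2 (1.801) and without STAT5-deficient replicate 2 (1.96), and not without a filter, at a minimum mean of 5, without a trend, with the block, without WT replicate 1 or without STAT5-deficient replicate 1. The upper tick label of that axis does not match its spacing, so both were read on the scale set by the lower tick and the 1.5-fold lines.

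The paper describes comparable raised and lowered fractions in STAT5-deficient NK cells. Here 1071 genes were higher and 356 lower at its thresholds, so 24.9% were lower, against 39.8% with the authors' deposited values (308 and 204) and 42.7% after median-ratio scaling (678 and 506).

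The paper describes most genes that respond to IL-15 as lowered. Here 1934 were higher and 1076 lower, so 35.7% were lower. The authors' deposited fold changes and p-values gave 55.5% lower (1046 and 1306), and median-ratio scaling 41.4%. The authors' fold changes with limma's p, chosen after seeing the values, gave 1539 higher and 1798 lower and dropped 50 of the 2203 genes in the paper's bound and unbound lists, against 418 dropped here. A single shift of all fold changes, also chosen after seeing the values, gave 1337 higher and 1632 lower. In the paper's bound list 59.4% were lower.

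The paper lists *Tbx21* among genes diminished in STAT5-deficient NK cells. The log2 fold change here was -0.39 with an adjusted p of 0.18, and no setting of limma called it. The authors' deposited log2 fold change is -0.53 with an unadjusted p of 0.0015, so these p-values are not like measures. Both fold changes are negative and neither reaches 1.5-fold, a log2 fold change of -0.58. The paper also found less T-BET protein by flow cytometry in NK cells of STAT5-deficient mice.

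The paper describes both unbound gene sets as enriched in T-bet-deficient NK cells. It used GSEA, in whose place camera was run here, so these results come from unlike tests. The larger had a median log2 fold change of 0.0142 and adjusted p = 0.31 from camera. Of the alternatives only the minimum mean of 5 brought it past the threshold (0.0278, adjusted p = 0.026). The set of 107 passed with adjusted p = 0.024, but not with an estimated correlation (0.87), with the block (0.053) or without WT replicate 1 (0.2) or 2 (0.053).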

Other observations

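The scaling constant of the authors' IL-15 fold changes was the test in this part chosen after its result was seen.

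As a set, signature genes that IL-15 raised were not lower in STAT5-deficient libraries, with exceptions among them. Of the 513 signature genes, 227 were raised and 286 lowered by IL-15. If IL-15-raised genes needed STAT5 ex vivo, their median should have been negative in STAT5-deficient NK cells, and it was 0.378 over the 218 tested (quartiles 0.195 and 0.628, p = 1.5e-06 from camera, and 0.27 with an estimated correlation). Of these 218, 31 had a negative log2 fold change, and 3 were called lower, *Gzmb* (-2.97) and *Bcl2* (-1.05) among them, against 17 called higher. The lowered genes had a median of -0.0758 (quartiles -0.471 and 0.229, so members went both ways, p = 9.5e-10 from camera, and 0.11 with an estimated correlation). Across the other settings the medians were 0.238 to 0.482 and -0.216 to -0.0492, so no fall of the raised genes as a set was seen. These cells kept a *Stat5b* copy and were sequenced ex vivo, without culture in IL-15. Whether the raised genes need STAT5 can therefore not be decided from them. B cell markers rose in the same libraries (median 1.74), and what other cells add to these medians was not tested. In T-bet-deficient NK cells the raised genes had a median of -0.0085 (p = 0.17 from camera, pointing up) and the lowered genes one of -0.188 (p = 3.6e-09, and 0.29 with an estimated correlation).

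Some transcripts of proliferation were higher in the STAT5-deficient libraries, where 8 of 15 B cell markers (median 1.74) and 3 of 13 T cell markers (1.13) were called higher too, and macrophage and neutrophil markers were high in STAT5-deficient replicate 1 alone, so which cells carry them is open. Of 36 cell cycle genes 4 were higher and none lower (17 higher when adjusted over the list alone), with a median of 0.70 (adjusted p = 2.9e-07 from camera, and 0.51 with an estimated correlation), and *Birc5*, which encodes survivin, rose with a log2 fold change of 2.88 (adjusted p = 0.014 from limma). Of 33 ribosome biogenesis and Myc target genes none was called (14 higher when adjusted over the list alone), with a median of 0.40 (adjusted p = 3.4e-06, and 0.69 with an estimated correlation). Of 28 interferon-stimulated genes 3 were higher and none lower (16 higher when adjusted over the list alone), with a median of 0.81 (adjusted p = 1.7e-06, and 0.69 with an estimated correlation), and *Pim2*, a survival kinase gene, rose from 31.9 ± 4.99 to 118 ± 13.7 RPKM. *Bcl2*, by contrast, fell from 32.1 ± 0.404 to 15.6 ± 2.1 RPKM (SD, n = 2 libraries each, adjusted p = 0.023 from limma). The calls of *Birc5*, *Pim2* and *Bcl2* ended without WT replicate 1, without WT replicate 2 and without a filter. That of *Birc5* also ended at a minimum mean of 5 (adjusted p = 0.063) and that of *Bcl2* without a trend (0.067).

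T-bet-deficient NK cells after 48 h with IL-15 had lower genes of maturation and of immediate early response. Of 14 mature NK genes 12 were lower and none higher (the same when adjusted over the list alone), with a median of -0.97 (adjusted p = 2.2e-57 from camera, and 0.2 with an estimated correlation). Immediate early genes had 17 of 27 lower and 2 higher (20 lower and 2 higher when adjusted over the list alone), with a median of -0.49 (adjusted p = 8.6e-15, and 0.57 with an estimated correlation). *Nr4a1*, an orphan receptor gene induced by activation, fell from 44.3 ± 2.99 to 17.3 ± 2.03 RPKM. Genes of IFN-γ production had 9 of 15 lower and 1 higher (10 and 2 when adjusted over the list alone), with a median of -0.56 (adjusted p = 8.9e-32, and 0.57 with an estimated correlation). The mature NK list and this list both include the deleted gene *Tbx21*.

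Immediate early genes were lower after culture with IL-15, with a median log2 fold change of -1.69, and 23 of them stand in the paper's bound list and none in its unbound list. Every cultured library also had IL-15 and no library was cultured in medium alone, so an effect of isolation and culture, for which *Fos* at a score of 273 ± 154 ex vivo (SD, n = 3 libraries) is a candidate mark, and one of IL-15 cannot be told apart.

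Genes near the mutated locus were tested for strain variants carried along with it. Of 195 genes within 10 Mb of *Stat5a* and *Stat5b* on chromosome 11, 27 passed the paper's thresholds, 13.8% against 12.9% of all other genes. The odds ratio was 1.08 (Fisher's exact test, two-sided, p = 0.67, 95% confidence interval 0.689 to 1.64). No excess of changed genes near the locus was seen, though the interval leaves room for a moderate one. Strain variants elsewhere in the genome were not tested.

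The share of IL-15-regulated genes that were lower may follow from the authors' scaling. Their deposited log2 fold changes differ from ratios of the deposited RPKM by a median of -0.194, with the 5th and 95th percentiles of 3494 abundant genes at -0.196 and -0.193, and a shift of all genes by that constant gave 55% lower. Which of both scalings is right was not tested.

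With 3 libraries against 3, the 10 splits of the IL-15 experiment are too few for a share under 0.05. The real split called 5754 genes and the highest of the others 0, so only the real split itself, 1 of 10, reached that count. Every other split mixes ex vivo and cultured libraries, which puts the difference between them into the spread inside its groups. Their 0 calls therefore decide nothing.

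Other lists in STAT5-deficient NK cells had these medians and adjusted p from camera. Glycolysis 0.277 (0.18) and cholesterol synthesis 0.226 (0.22) did not pass, nor did BCL2 family genes at 0.17 (0.45), trafficking and adhesion genes at 0.159 (0.45) and immediate early genes at 0.0756 (0.26), for all 3 of which camera pointed down. Immediate early genes passed downward without WT replicate 1 (5.4e-07) and STAT5-deficient replicate 2 (0.00011) and upward without WT replicate 2 (0.017) and STAT5-deficient replicate 1 (1.3e-09). Sex-linked genes passed downward without STAT5-deficient replicate 2 (1.2e-05) and WT replicate 1 (0.05) and upward without STAT5-deficient replicate 1 (6.6e-09). STAT5 feedback genes had -0.0169 (0.045, and 0.7 with an estimated correlation), a call that ended without a filter (0.097), at a minimum mean of 5 (0.13), after median-ratio scaling (0.11), with the block (0.16), without WT replicate 2 (0.24) and without STAT5-deficient replicate 1 (0.44). Macrophage and monocyte genes had 1.95 (0.043, and 0.76 with an estimated correlation), a call that ended at a minimum mean of 5 (0.052), without a trend (0.088), without WT replicate 1 (0.79) or 2 (0.076) and without STAT5-deficient replicate 1 (median -0.00352, 0.51). None of the following passed in the chosen setting: dendritic cell genes 0.958 (0.22), neutrophil genes 2.2 (0.22), plasma cell genes 1.63 (0.12), heat shock genes 0.549 (0.066), sex-linked genes -0.0649 (0.33) and abundant reference genes 0.15 (0.31). The 513-gene signature had 0.174 with camera pointing down (0.22), and the 1087 unbound genes 0.245 (0.019, and 0.76 with an estimated correlation). The unbound list set beside that signature had 0.324 (0.0088, and 0.76 with an estimated correlation), and the 107 unbound genes 0.657 (0.01, and 0.69 with an estimated correlation). The 1087 genes lost their call at a minimum mean of 5 (0.071) and without STAT5-deficient replicate 1 (0.11) or 2 (0.1), the list beside the signature without WT replicate 1 (0.054), and the 107 genes at that minimum (0.052) and without WT replicate 1 (0.15). Heat shock genes passed without a filter (0.026), after median-ratio scaling (0.038), with the block (0.041) and without STAT5-deficient replicate 2 (0.0089), and glycolysis (0.017) and plasma cell genes (0.033) without a filter. The signature (0.025), plasma cell (2.6e-10), dendritic cell (1.4e-05) and neutrophil genes (7.2e-61) passed without STAT5-deficient replicate 2.

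With IL-15, cell cycle genes had a median of 1.05, with 24 of 37 higher and none lower (the same when adjusted over the list alone, adjusted p = 0.00016 from camera, and adjusted p = 0.62 with an estimated correlation). Interferon-stimulated genes had one of -0.749, with 2 of 27 higher and 18 lower (the same when adjusted over the list alone, adjusted p = 5.5e-05, and adjusted p = 0.37 with an estimated correlation). Fig. 6 B of the paper shows sets of both kinds. Ly49 genes had a median of -0.841 (0.00097), other killer cell lectin-like receptors -0.479 (0.0009), mature NK genes -1.19 (0.00081), MHC class II genes -1.57 (0.0004), trafficking and adhesion genes -0.454 (0.0096) and ILC transcription factors -0.522 (0.0083), none of them past the threshold with an estimated correlation. Cytotoxic granule genes at 0.129 (0.29), genes of IFN-γ production at -0.423 (0.071), immature NK genes at 0.0237 with camera pointing down (0.27), BCL2 family genes at 0.285 (0.73), ILC1 genes at 0.179 (0.86), T cell genes at -0.376 (0.071), dendritic cell genes at -0.195 (0.62), plasma cell genes at -0.202 (0.61), heat shock genes at 0.686 (0.6), sex-linked genes at -0.112 (0.76) and reference genes at 0.245 (0.29) did not pass. Genes of IFN-γ production passed at a minimum mean of 5 (0.029), and T cell genes with the block (0.037) and without ex vivo replicate 1 (0.0045).

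Without T-bet, Ly49 genes had a median of -0.39 (0.00019), other killer cell lectin-like receptors -0.508 (2e-06), immature NK genes 0.223 (9.6e-09), glycolysis 0.304 (0.0041), cholesterol synthesis 0.148 (0.0025), cell cycle 0.233 (8.4e-07), interferon-stimulated genes 0.288 (6e-08), trafficking and adhesion -0.224 (0.00011), ILC transcription factors, among them *Tbx21*, -0.21 (7.6e-06), BCL2 family -0.0417 (0.024) and T cell genes 0.994 (0.00028), none of them past the threshold with an estimated correlation. BCL2 family genes lost their call after median-ratio scaling (0.062), without WT replicate 1 (0.056) or 2 (0.11) and without T-bet-deficient replicate 1 (0.23). ILC transcription factors lost theirs after that scaling (0.052) and without T-bet-deficient replicate 1 (0.055) or 2 (0.16), Ly49 genes without T-bet-deficient replicate 2 (0.079), glycolysis without WT replicate 1 (0.24) and T cell genes without T-bet-deficient replicate 1 (0.055). STAT5 feedback genes at -0.199 (0.16), NF-κB genes at -0.111 (0.19), TNF receptor genes at -0.0404 and Myc targets at -0.014, both with camera pointing up (0.45 and 0.99), granule genes at -0.385 with camera pointing up (0.36), MHC class II genes at 0.00591 (0.52), dendritic cell genes at -0.0423 (0.6), heat shock genes at -0.0944 (0.43) and reference genes at 0.0649 (0.45) did not pass. Without T-bet-deficient replicate 2 STAT5 feedback (0.027), NF-κB (0.024) and reference genes (0.024) passed.

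The paper's list of NK cell maturation genes had medians of 0.151 with camera pointing down (0.09) in STAT5-deficient cells, -0.332 (0.004, and 0.37 with an estimated correlation) with IL-15 and -0.116 (0.0098, and 0.66 with an estimated correlation) without T-bet. It passed in STAT5-deficient cells at a minimum mean of 5 (0.034), without WT replicate 1 (0.026) and without STAT5-deficient replicate 2 (0.039). Its call without T-bet ended after median-ratio scaling (0.12), without WT replicate 2 (0.11) and without T-bet-deficient replicate 1 (0.055) or 2 (0.15).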
